# Gene expression profiles in *Rana pirica* tadpoles following exposure to a predation threat

**DOI:** 10.1186/s12864-015-1389-4

**Published:** 2015-04-02

**Authors:** Tsukasa Mori, Yukio Yanagisawa, Yoichiro Kitani, Manabu Sugiyama, Osamu Kishida, Kinya Nishimura

**Keywords:** Cross-species microarray, Tadpoles, Discriminant analysis, Predator-induced

## Abstract

**Background:**

*Rana pirica* tadpoles show morphological changes in response to a predation threat: larvae of the dragonfly *Aeshna nigroflava* induce heightened tail depth, whereas larval salamander *Hynobius retardatus* induce a bulgy morphology with heightened tail depth. Although both predators induce similar tail morphologies, it is possible that there are functional differences between these tail morphs.

**Results:**

Here, we performed a discriminant microarray analysis using *Xenopus laevis* genome arrays to compare tail tissues of control and predator-exposed tadpoles. We identified 9 genes showing large-scale changes in their expression profile: *ELAV*-*like1*, *methyltransferase like 7A*, *dolichyl-phosphate mannosyltransferase*, *laminin subunit beta-1*, *gremlin 1*, *BCL6 corepressor-like 1*, and three genes of unknown identity. A further 80 genes showed greater than 5 fold differences in expression after exposure to dragonfly larvae and 81 genes showed altered expression after exposure to larval salamanders. Predation-threat responsive genes were identified by selecting genes that reverted to control levels of expression following removal of the predator. Thirteen genes were induced specifically by dragonfly larvae, nine others were salamander-specific, and sixteen were induced by both. Functional analyses indicated that some of the genes induced by dragonfly larvae caused an increase in laminins necessary for cell adhesion in the extracellular matrix. The higher expression of *gremlin 1* and *HIF1a* genes after exposure to dragonfly larvae indicated an in vivo hypoxic reaction, while down-regulation of *syndecan-2* may indicate impairment of angiogenesis. Exposure to larval salamanders caused down-regulation of *XCIRP-1*, which is known to inhibit expression of adhesion molecules; the tadpoles showed reduced expression of *cα(E)-catenin*, small muscle protein, *dystrophin*, and *myosin light chain* genes.

**Conclusion:**

The connective tissue of tadpoles exposed to larval salamanders may be looser. The differences in gene expression profiles induced by the two predators suggest that there are functional differences between the altered tail tissues of the two groups of tadpoles.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1389-4) contains supplementary material, which is available to authorized users.

## Background

Phenotypic plasticity is the ability to produce different phenotypes under different environmental conditions and to respond to changes in environmental conditions [1-3]. This phenomenon has long been studied by evolutionary biologists interested in its adaptive significance [4,5]. One particular type of phenotypic plasticity is that displayed as an inducible defense, which is stimulated directly by cues associated with a predation threat [6-12]. Predator-induced phenotypic plasticity in anuran tadpoles has been extensively studied. Anuran tadpoles exhibit a range of inducible morphological changes, such as heightened tail depth, in the presence of a threat by various types of pond dwelling predator such as dragonfly larvae [13-15]. Tadpoles with a heightened tail depth phenotype show higher survival rates when dragonfly larvae are present [16,17]. *Rana pirica* tadpoles display a unique bulgy morph when exposed to their main predator, larval salamander *Hynobius retardatus* [10]. The inducible bulgy morphology is believed to be an evolutionary defense against the gape-limited *H. retardatus* larvae under an intimate predator–prey relationship [18-21]; the bulgy morph is only induced by a predation threat from larval salamanders and functions to prevent the tadpoles from being swallowed [10,17].

*R. pirica* presumably evolved phenotypic plasticity in tadpoles as a defense against specific predators: the inducible bulgy body with heightened tail against larval salamanders and the heightened tail morph against the larvae of the dragonfly *Aeshna nigroflava*. However, dragonfly larvae are top predators in natural ponds [22], and the survival rate of *Rana pirica* tadpoles with the salamander-induced bulgy morph is lower than that of tadpoles with the dragonfly-induced heightened tail when exposed to predation by dragonfly larvae. Furthermore, bulgy morph tadpoles have the same survival rate as non-induced tadpoles when placed with dragonfly larvae. Tadpoles with the dragonfly-induced higher tail morphology are less vulnerable to predation by larval salamanders than non-induced tadpoles, indicating that the higher tail phenotype has adaptive advantages compared to other phenotypes under conditions of salamander and dragonfly predation [17]. Moreover, in the presence of dragonfly risk cues, tadpoles with a bulgy morph and heightened tail induced by an earlier exposure to a salamander reduce only the bulgy body but retain the heightened tail [23].

Thus, the tadpoles can regulate their morph according to differences in predator cues; this behavior offers a valuable system for investigating switching mechanisms in adaptive phenotypic plasticity against predators. The evolutionary aspects of these complex phenotypic changes have been addressed in a number of studies over the last decade [20,24-27].

Although some studies have identified genetic variation and geographic differentiation in anuran tadpoles with respect to inducible anti-predation defenses, and have shown that these traits are heritable [20,27], we have very little understanding of the genetic mechanisms involved in the morphogenetic alterations associated with these defense traits.

We previously conducted cDNA subtraction and species-specific microarray analyses of epithelial tissues from *R. pirica* tadpoles, both bulgy morph and non-bulgy morph [28], and identified key genes relating to morphogenetic changes [29]. A larger functional species-specific microarray (3 k array) was prepared in the previous study [29] and used in induction-reversion experiments to analyze mRNAs extracted from the facial tissues of tadpoles. These analyses identified a novel uromodulin-like gene, *pirica*, that was increasingly up-regulated as the period of exposure to larval salamanders lengthened. The pirica protein was found to contain a zona pellucida domain similar to proteins that function to control water permeability; the *pirica* gene was shown to be expressed in the superficial epidermis of the tadpole skin [29]. We also demonstrated that water retention in the connective tissue and maintenance of a constant osmotic pressure were important factors for bulgy morph formation, supporting the interpretation that predator-induced expression of *pirica* in the skin causes retention of absorbed water [30]. The immuno-related proteins hyaluronic acid, histone H3 and 14-3-3 zeta were the most abundant constituents of the liquid aspirated from the connective tissue. These findings suggested that formation of the bulgy morph might also require activation of the innate immune system [30].

We concluded from our previous studies that evolution of the inducible bulgy morphology against the gape-limited *H. retardatus* larvae involved changes to the control of body water dynamics and that some key genes were involved in production of the bulgy body. As mentioned above, the heightened tail morph induced by dragonfly larvae appears to provide greater protection against predators, although *Rana pirica* tadpoles are able to adopt another morphology in response to an intermediate predator, i.e., larval salamanders. This ability to switch response suggests expression of both a common set of genes against predators and also a predator-specific set of genes. In the present study, we sought to answer two particular questions: first, do the bulgy morph and the heightened tail morph induced by salamander and dragonfly larvae, respectively, differ with respect to gene expression patterns; second, which genes are induced by all predators and which are predator-specific?

## Methods

### Ethics statement

All animal experiments were conducted by trained personnel in accordance with the guidelines of the Animal Care Committee, Nihon University.

### Experimental animals and design of the microarray

Eggs of *R. pirica* and larvae of the dragonfly *Aeshna nigroflava* and the salamander *H. retardatus* were collected from a pond in Hokkaido, Japan, and placed in separate 12 liter aquaria. After hatching, *R. pirica* tadpoles were fed rabbit chow *ad libitum*. Larval *H. retardatus* and *A. nigroflava* were fed small *R. pirica* tadpoles *ad libitum*. Water in all aquaria was changed every second day. The experiment was conducted in a laboratory at 18°C, using a natural day/night (about 14/10 hours) regime. Experiments were performed using 4 liter aquaria (29 × 16.5 cm surface area, height 9 cm) each containing 2 liters of aged tap water. Fifty 10-day-old tadpoles of similar sizes (mean body length = 7.90 ± 0.38 mm (standard deviation), n = 48) were randomly chosen from the holding tank and placed in each aquarium. The water in all aquaria was changed every second day throughout the experimental period.

The protocol for experiments involving continuous or short-term exposure of tadpoles to a predator is summarized in Figure 1. Four predator exposure conditions were used, along with a non-exposed control: 20 aquaria were set up for predation-exposed and control tadpoles (we also set up a further 4 aquaria as a backup only for the salamander treatments). Thus, each treatment group had 4 replicate aquaria. The dragonfly and salamander predation experiments were initiated by the introduction of either a large dragonfly larva in a cage or three larval salamanders (about 18 mm length). In two groups, the predators were removed after 4 days and the tadpoles were allowed to revert to a normal phenotype (−Drago and −Salam). At 8 days, we collected tail tissue samples from tadpoles in the aquaria of each experimental group, and performed the microarray analysis using these triplicate samples.

**Figure 1:**
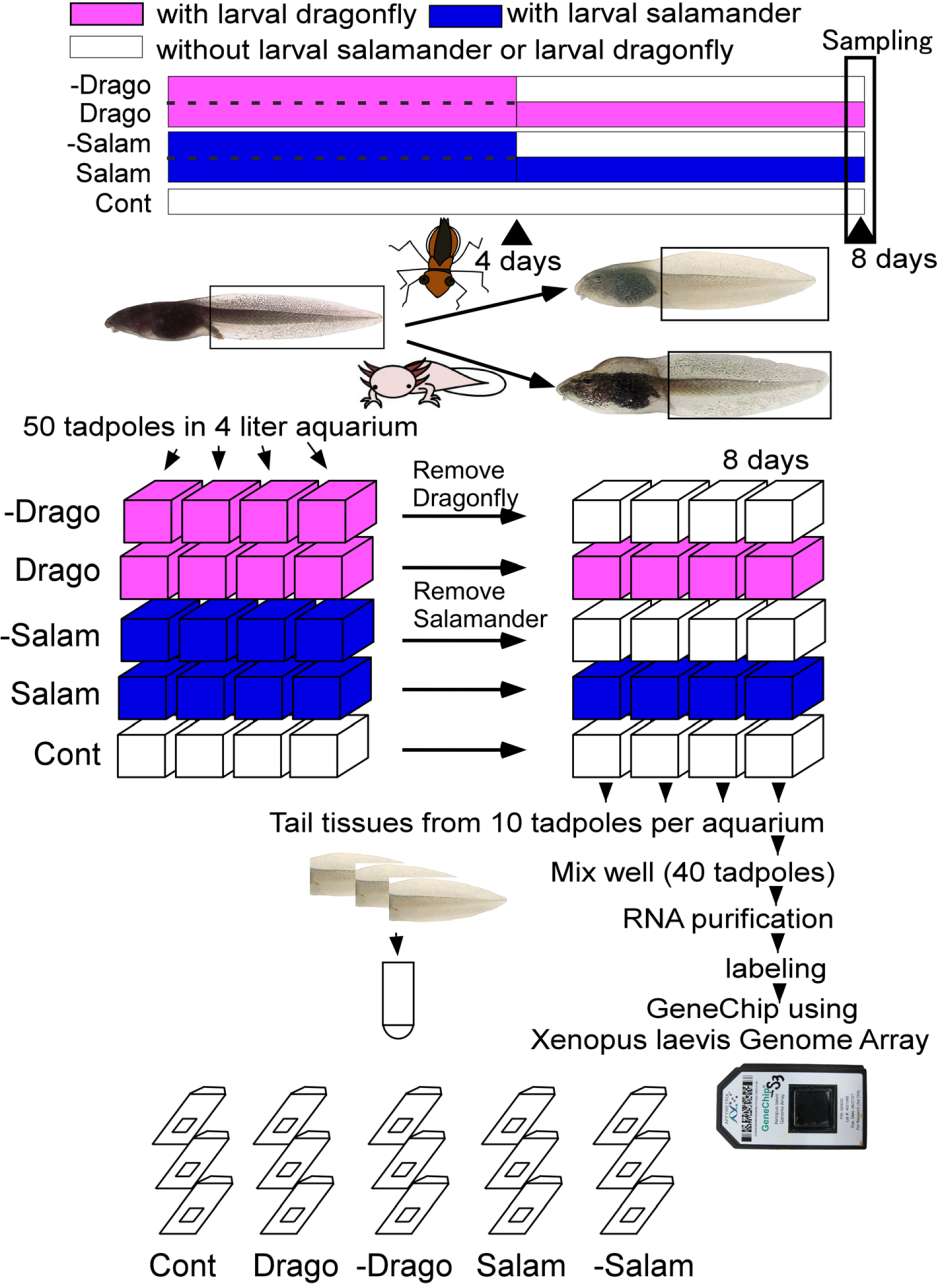
**Experimental design showing control, continuous exposure treatment to dragonfly larvae or larval salamanders, and removal of the predation threat to allow the tadpoles to recover.** These five treatment groups were used to produce the RNAs used in the microarray analysis with the Xenopus genome array. In the group with continuous exposure to predators (Drago or Salam), the tadpoles were under predation threat for the full 8 days. In the groups exposed for a limited period and then allowed to recover (−Drago or −Salam), tadpoles were initially kept with dragonfly larvae or larval salamanders for 4 days to produce the predator-induced phenotype; after 4 days, the predation threat was removed and the tadpoles were allowed to revert to their normal phenotype for 4 days. The control group of tadpoles was not exposed to a predation threat. Four replicate groups were used for each treatment; tadpoles were sampled on day 8. Tail tissues from the tadpoles were used for RNA extraction for the microarray analysis. The microarray analysis was performed in triplicate. Abbreviations: Cont, control; Drago, 8 day dragonfly exposure; Salam, 8 day salamander exposure; −Drago, 4 day exposure to dragonfly threat and 4 day recovery; −Salam, 4 day exposure to salamander threat and 4 day recovery.

To minimize loss of tadpoles in the salamander treatment groups (Salam), the larval salamanders were replaced daily by others that had been kept in a holding tank with sufficient *R. pirica* tadpoles to allow easy feeding. The replacement predators were chosen randomly from each holding tank. Every second day, we counted the number of tadpoles in each aquarium.

For the microarray, RNAs were extracted and prepared from 10 tadpoles from each 4 liter aquaria. Therefore, a total of 40 tadpoles were used for each treatment group. Tail tissue was dissected from each tadpole and cut into small pieces; the tissues from all 40 tadpoles of each treatment group were combined and used for RNA extraction. The extracted RNA from each group of 40 tadpoles served as replications for each comparative experiment.

### RNA extraction

The tail tissue samples from tadpoles in each treatment group were placed in a single tube containing RNAlater™ (QIAGEN RNA stabilization reagent). The samples were stored at −80°C until RNA extraction. Total RNA was concentrated using an RNeasy Midi Kit® according to the manufacturer’s protocol. Total RNA purity was determined by measuring the *A*_260_/*A*_280_ absorbance ratio and by visualizing the 18S and 28S ribosomal RNA using gel electrophoresis. RNA samples that had an *A*_260_/*A*_280_ ratio between 1.7 and 2.1 and passed a visual examination of 18S and 26S ribosomal RNA were further processed for the microarray analysis.

### Cross-species microarray

Due to the lack of a large-scale microarray from *R. pirica,* we chose to make use of a cross-species protocol. Microarrays from *Xenopus laevis* and *X. tropicalis* are commercially available (Affymetrix). A comparison of e-values from microarrays of the two species after probing with *R. pirica* mRNAs indicated there were no statistically significant differences (see Additional file 1 and Additional file 2: Figure S1). We made use of the *X. laevis* microarray for the analyses of predator-induced gene expression in *R. pirica* reported here.

Samples were prepared for microarray analysis according to Affymetrix GeneChip® protocols. An aliquot containing 5 μg total RNA was converted to double-stranded cDNA with an Affymetrix One-Cycle cDNA Synthesis kit (Affymetrix). Biotin-labeled cRNA was generated from the cDNA samples by *in vitro* transcription with T7 RNA polymerase using an Affymetrix IVT Labeling kit (Affymetrix). The biotin-labeled cRNAs were fragmented to an average size of 35–200 bases by incubation at 94°C for 35 min in the fragmentation buffer provided in the Affymetrix sample cleanup kit. Each fragmented sample (15 μg) was hybridized for 16 h at 45°C onto individual *Xenopus laevis* genome arrays, which enable analysis of 15611 transcripts. The gene chips were washed and stained in an Affymetrix Fluidics Station 450 according to the GeneChip®Expression Analysis Technical Manual. The chips were scanned with the GeneChip®Scanner 3000 (Affymetrix), and the data was imported into the GeneChip Operating software (GCOS v1.2). The microarray data analysis was carried out using Agilent GeneSpring v11.5, and the data was normalized using the MAS5 summarization algorithm and baseline to median of all samples by baseline option. The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE33250.

### Analysis of the microarray data

In this study, it was not appropriate to use normal data processing procedures, such as false discovery rate and other strict statistical methods for screening, due to the low signal intensities obtained in the cross-species hybridization [31]. Thus, to identify genes that were influenced by the predation treatments among the 15611 genes on the microarray, we assumed that the response of each gene was independent of that of other genes. It was necessary to repeat the 15611 independent statistical tests, e.g., analysis of variance, to identify sets of genes that gave different population mean responses depending upon the level of the factor. However, if more than 10000 independent statistical tests with a 5% significance level are performed, then the probability that at least one of the tests will be significant is almost 1. Therefore, we performed multiple comparison tests. As 15611 independent statistical tests, with a family-wise error rate of 5% (i.e., the probability that at least one of the statistical tests will be significant is 5% when all the population means are the same), were performed, then the significance level of each test is 1–(1–0.05)^1/15611^ = 0.00032857%, i.e. 0.00032857%. The family-wise error rate has also been termed the experiment-wise error rate (see Hsu, 1996 [32]). Usually, the number of tests in a multiple comparison test is up to about 20, or possibly 100 in an extreme case. The number of statistical tests corresponding to the number of genes is over 10000, which is an extremely large number. If the family-wise error rate is 5%, then the significance level for each test of 0.00032857% is too low to permit detection of differences among population means. However, if we use a family-wise error rate of 90% for each of the 15611 tests, then a significance level of 1–(1–0.90)^1/15611^ = 0.0001474867 (or 0.01474867%) is obtained. As a compromise, we performed ANOVA with a significance level of 0.01474867% to identify a set of genes from the total of 15611 on the microarray that might be influenced by the predation treatments.

The second step in the data analysis was validation of the selection of the gene set in the first stage of analysis. To achieve this validation, we applied a discriminant analysis to obtain a function or functions that differed among treatment groups. The canonical discriminant functions are calculated by maximizing a fraction, the projection of a linear function of the variance covariance matrix of between groups to that of the variance covariance matrix within the groups, i.e. maximizing the separation of the groups. As another validation step, we applied a hierarchical cluster analysis; we chose single linkage with Euclidean distance, group average with Euclidean distance and Ward’s method with squared Euclidean distance. Single linkage is a suitable method to identify outliers and the other methods are suitable to identify like clods. The question of which method should be used depends on the definition of preferred clusters (see [33]). However, if clusters are clearly separated, i.e. within clusters are concentrated on their center, and between clusters are clearly distinct, then whichever method of cluster analysis is used, we obtain the same conclusion; this shows the robustness of the selection of the gene set at the first analytical step.

We compared predator-specific and non-specific gene expression patterns in tadpoles allowed to recover from exposure dragonfly or larval salamanders. In this analysis, we performed data mining to identify changes in expression greater than five-fold compared to the controls. The fold change calculation was performed for each probe set by comparing the mean value for the predator treatments samples to the mean value for the control samples.

### Pathway analysis of genes selected by discriminant analysis

Functional information on the nine genes selected by the discriminant analysis (Table 1) was used in an Ingenuity Pathway Analysis (IPA, Qiagen).

**Table 1:** **Summary of the nine genes selected by discriminant analysis**

**Gene no**	**Probe set ID**	**[−Salam]/[cont]**	**[−Drago]/[cont]**	**[Salam]/[cont]**	**[Drago]/[cont]**	**Gene symbol**	**Gene title**	**Accession no.**	**Gene ontology (GO ID : GO Term)**
		**Fold change**	**Fold change**	**Fold change**	**Fold change**				
		**Regulation**	**Regulation**	**Regulation**	**Regulation**				
①	Xl.5177.1.S1_at	−3.3129547	1.3858212	1.3897077	1.2546494	elavl1-a	ELAV-like 1	NM_001090609	0000166: nucleotide binding
		down	up	up	up				0003676: nucleic acid binding
									0003723: RNA binding
②	Xl.20056.1.S1_a_at	−6.17049	−1.300266	−1.1079731	−1.3633791	mettl7a	Methyltransferase like 7A	NM_001092436	0008152: metabolic process
		down	down	down	down				0008168: methyltransferase activity
③	Xl.19782.1.A1_s_at	−6.9813504	−1.8626844	−1.3669766	1.3013937	dpm1	Dolichyl-phosphate mannosyltransferase polypeptide 1, catalytic subunit	NM_001095996	0006506: GPI anchor biosynthetic process
		down	down	down	up				0035268: protein amino acid mannosylation
									0035269: protein amino acid O-linked mannosylation
									0005789: endoplasmic reticulum membrane
									0004169: dolichyl-phosphate-mannose-protein mannosyltransferase activity
									0004582: dolichyl-phosphate beta-D-mannosyltransferase activity
④	Xl.6592.1.A1_at	−1.3107206	4.32105	2.4610617	8.463081	lamb1	Laminin subunit beta-1-like (LOC100495516)	XM_002933094	
		down	up	up	up				
⑤	Xl.318.1.S1_at	1.1725949	−1.132029	1.4655828	4.5488386	grem1	Gremlin 1	NM_001090277	0005576: extracellular region
		up	down	up	up				0005615: extracellular space
									0005125: cytokine activity
⑥	Xl.12934.1.A1_at	1.4139103	1.6579978	−1.3287517	1.1197512	bcor	BCL6 co-repressor-like 1	NM_001142070	
		up	up	down	up				
⑦	Xl.15257.1.A1_at	3.5753617	−2.833272	−1.2125118	−1.9222058	MGC130975	Hypothetical protein MGC130975	NM_001096245	
		up	down	down	down				
⑧	Xl.15847.2.A1_at	−1.095607	−4.3573484	−4.801005	−2.5903695	rhno1	RAD9-HUS1-RAD1 interacting nuclear orphan 1	BC170052	
		down	down	down	down				
⑨	Xl.4605.1.A1_at	1.0614563	−1.1746231	10.257936	−1.5519288		EST	BM261602	
		up	down	up	down				

### cDNA cloning from *R. pirica* tadpoles and quantitative real-time PCR

cDNA fragments from *R. pirica* tadpoles were selected on the basis of the results of the cross-species microarray. Mixed total RNA (1 μg) purified from the tail parts of tadpoles exposed to different predation threats were used for cDNA synthesis using 10 pmol of anchored T17ADP primer (5′-GAG TCG ACT CGA GAA TTC T_17_-3′) and Superscript™III (Invitrogen). The selected cDNA fragments were produced by PCR using gene specific primers and KOD FX Neo (TOYOBO). The amplification procedure was performed according to the manufacturer’s protocol. The gene specific primers were designed using information obtained from homology searches of cDNA databases of *X. tropicalis*, *X. laevis*, and two or three other species (NCBI). Each cDNA fragment was cloned into pCRII-TOPO (Invitrogen), and sequencing was carried out using BigDye terminator version 3.1 and an ABI 3100 DNA sequencer (Applied Biosystems). Quantitative real time PCR was performed using Rotor Gene Q MDx 5plex HRM (QIAGEN). In the qPCR, 18S ribosomal RNA obtained from *R. pirica* was used as the internal control. qPCR was performed using Rotor-Gene SYBR® Green PCR Kit (QIAGEN) as described in the manufacturer’s protocol. For each sample, duplicate qPCR amplifications were performed. A 40-cycle program with a hot start was used; the PCR cycles consisted of 5 seconds at 95°C for denaturation, and 10 seconds at 60°C for annealing and elongation. The qPCR primers for *ELAV-like1*(LC011860) and 18S (LC011910) are shown in Additional file 3: Table S1.

## Results

### Discriminant analysis in a cross-species microarray

Microarray hybridization was performed as described in Figure 1. The symbols Cont to −Salam in Figure 1 indicate the comparative design of the microarray analysis, which was performed in triplicate. 

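Tail tissue was taken on day 8 from tadpoles kept without a predator (Cont, n = 2 arrays), with dragonfly larvae for 8 days (Drago, n = 3) or with larval salamanders for 8 days (Salam, n = 3), and from tadpoles exposed for 4 days and then kept for 4 days without the predator (−Drago and −Salam, n = 3 each). Labelled RNA of Rana pirica was hybridized to an array whose 15611 probe sets were designed for Xenopus laevis. The values analysed are MAS5 signals on the log2 scale, from which the median of each probe set over the 14 arrays had been taken away, so that 0 is the middle array of a probe set and the signal level is not known. A fold against Cont is 2 to the power of the difference between the means on the log2 scale, and a decrease carries a minus sign, as in Table 1. For the tests, 120 probe sets of added control transcripts were left out and limma was fitted to the other 15491 over all 14 arrays, with Benjamini-Hochberg adjustment. The annotation gives 1 gene symbol for 9304 of them, several for 195 and none for 5992, and the suffixes .L and .S name the gene copies of the long and the short Xenopus laevis chromosome of a pair. They describe the probe sets and not gene copies of Rana pirica, and which Rana pirica transcripts a probe set reads was not tested. The number of arrays limits the precision, above all for Cont, so a gene that does not pass a test is not thereby shown to be unchanged. The labels call the arrays of a group biological replicates, while the methods state that the tissue of the 40 tadpoles of a treatment group was combined. Whether the arrays of a group come from 1 pool is therefore not settled. Here n counts arrays, and the p-values measure only the spread between these arrays, which may not be a spread between biological samples. For 3 arrays against 3, the smallest p that a two-sided exact permutation test allows is 0.1.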

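BioB, BioC, BioDn and Cre, transcripts of bacteria and, for Cre, of a bacteriophage, added to check the hybridization, lay between -0.387 and 0.657 on the centred log2 scale on all 14 arrays. Of the 5 poly-A control transcripts of Bacillus subtilis, Dap, Phe and Thr differed most between arrays. Dap averaged 3.50 ± 0.447 (SD, n = 6 arrays) on 6 arrays, 1 of Cont, 2 of Drago, 2 of Salam and 1 of −Salam, and -0.73 ± 0.354 (SD, n = 8 arrays) on the other 8, which include the 3 arrays of −Drago. On the same arrays Phe averaged 2.17 ± 0.716 and -0.54 ± 0.361, and Thr 1.88 ± 0.658 and -1.25 ± 0.442. Lys averaged 0.44 ± 0.443 and -0.89 ± 0.718, its lowest value on the 6 (-0.0514) lying next to its highest on the 8 (-0.0553), and Trp, at 0.27 ± 0.792 and 0.09 ± 0.507, did not part them. The hybridization controls averaged somewhat lower on the 6 arrays than on the 8. BioB averaged -0.134 ± 0.133 and 0.126 ± 0.214, and BioC -0.13 ± 0.21 and 0.184 ± 0.269. For BioDn the means were -0.136 ± 0.159 and 0.146 ± 0.266, and for Cre -0.175 ± 0.162 and 0.161 ± 0.318. These 6 and 8 arrays were compared after the control values had been seen. By limma, 0 of the 15491 other probe sets differed between them at an adjusted p under 0.05, and 879 did at an unadjusted p under 0.05, where chance gives 775. With the groups in the model 937 did. Of 100 choices of 6 of the 14 arrays, the real one included, 2 gave 879 or more without the groups in the model. A wider effect of this split therefore stays open.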

Hybridization conditions were checked using control genes; the chip from control 1 was eliminated from the analysis owing to hybridization failure (Figure 2a).

**Figure 2:**
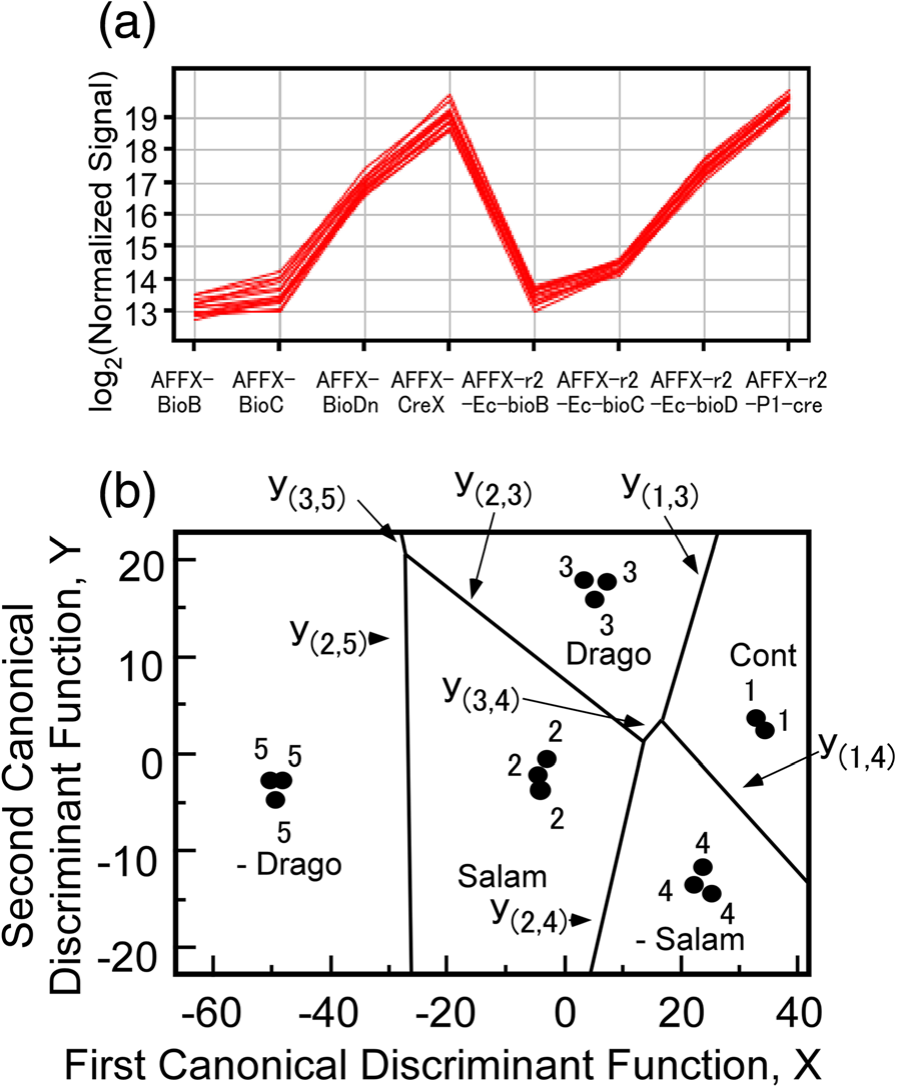
**Discriminant analysis using** ***Xenopus*** **genome array. (a)** Success of hybridization was checked using control genes spotted on the *Xenopus* genome array. AFFX-BioB to AFFX-r2-P1-cre are internal positive controls of *Xenopus* genome array. The analysis was performed using array chips that were hybridized using the same conditions. **(b)** The territorial map based on canonical discriminant functions.

Ten genes, X|.5177.1.S1_at, X|.318.1.S1_at, X|.12934.1.A1_at, X|.4605.1.A1_at, X|.21688.1.A1_at, X|.20056.1.S1_a_at, X|.6592.1.A1_at, X|.15257.1.A1_at, X|.19782.1.A1_s_at and X|.15847.2.A1_at., were selected by ANOVA of the microarray data from the 5 treatment groups (the control and four different predator conditions) in the present experiment (Figure 1); multiple comparison tests were then performed. 

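Among the 10 probe sets, gene 9, which the annotation assigns to pdap1.L, a gene for a PDGF-associated protein, averaged 3.48 ± 0.154 (SD, n = 3 arrays) in Salam and 0.12 ± 0.459 (SD, n = 2) in Cont on the centred log2 scale. Gene 7, annotated as c19orf47.S, averaged 2.19 ± 0.156 (SD, n = 3) in −Salam and -1.15 ± 0.435 (SD, n = 3) in −Drago. The probe set that is not among the 9 of Table 1 is annotated as dlgap5.S, which encodes a protein of the mitotic spindle. It averaged 0.72 ± 0.451 (SD, n = 3) in −Salam, 0.39 ± 0.234 (SD, n = 3) in Drago and -1.21 ± 0.454 (SD, n = 2) in Cont. By the methods' ordinary one-way test over all 15611 probe sets, 10 passed the study's level of 0.0001474867, the 10 listed here. In the real groups 799 passed this test at an unadjusted p under 0.05, with 781 expected, and 0 after Benjamini-Hochberg adjustment, the smallest adjusted p = 0.0683. limma's F test over 15491 probe sets took 3 at the study's level, with 2.28 expected, and 907 at an unadjusted p under 0.05, with 775 expected. At an adjusted p under 0.05 it took 0, the smallest being adjusted p = 0.136 for pdap1.L.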

For the validation of the selection, discriminant analysis of the cross-species microarray was carried out. In order to avoid the singularity of the variance covariance matrix of the within groups, 9 genes were selected. The first 2 discriminant functions give 97% of the total discrimination using all the discriminant functions, which is sufficient to discriminate among the 5 groups.

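Several of the 9 probe sets set a single group apart. All 3 −Salam arrays lay below every other array for elavl1.S, mettl7a.L and dpm1, and above every other array for gene 7. Gene 9 was highest in the 3 Salam arrays (3.31 to 3.60, against at most 0.63 on any other array), and grem1.L in the 3 Drago arrays (1.42 to 2.25, against at most 0.50). bcorl1.L was lowest in Salam and highest in −Drago. In a canonical discriminant analysis of the 9 probe sets over the 14 arrays, the first function held 86.3% of the discrimination, the second 10.9%, the others 2.43% and 0.373%, and the first and second together 97.2%. These probe sets had been selected on the same arrays for their differences between the groups.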

The canonical discriminant functions (1) and (2) are:

1 $$ \begin{array}{l}x=-6.973-8.135X\left|.\mathrm{5177.1}.S1\_ at+7.910X\right|.\mathrm{318.1}.S1\_ at-32.407X\Big|.\mathrm{12934.1}.A1\_ at\\ {}\kern3em -6.363X\left|.\mathrm{4605.1}.A1\_ at+19.777X\right|.\mathrm{20056.1}.S1\_a\_ at-0.103X\Big|.\mathrm{6592.1}.A1\_ at\\ {}\kern3em -2.832X\left|.\mathrm{19782.1}.A1\_s\_ at+10.719X\right|.\mathrm{15847.2}.A1\_ at+19.323X\Big|.15257.A1\_ at\end{array} $$

2 $$ \begin{array}{l}y=-0.498+0.708X\left|.\mathrm{5177.1}.S1\_ at+9.184X\right|.\mathrm{318.1}.S1\_ at+0.671X\Big|.\mathrm{12934.1}.A1\_ at\\ {}\kern3em -2.060X\left|.\mathrm{4605.1}.A1\_ at+7.312X\right|.\mathrm{20056.1}.S1\_a\_ at-0.923X\Big|.\mathrm{6592.1}.A1\_ at\\ {}\kern3em -0.569X\left|.\mathrm{19782.1}.A1\_s\_ at+0.512X\right|.\mathrm{15847.2}.A1\_ at+0.188X\Big|.15257.A1\_ at\end{array} $$

The centroid of each group is (35.116, 2.626), (−3.883, −2.388), (5.311, 17.126), (24.414, −13.219), (−49.253, −3.269) for the control, larval salamanders, dragonfly larvae, and removal of salamander and removal of dragonfly larvae, respectively. 

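Recomputed from the 9 probe sets, the centroids on the first and second functions were -35.1 and -2.63 for Cont, 3.88 and 2.39 for Salam, -5.31 and -17.1 for Drago, -24.4 and 13.2 for −Salam and 49.3 and 3.27 for −Drago. The sign of a discriminant function is arbitrary, and both run opposite to the paper's. On the first function Cont and −Drago lay farthest apart, and on the second Drago and −Salam.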

Figure 2b shows the territorial map based on the two canonical discriminant functions.

The scattered points in Figure 2b are the projection points from the nine genes by the two canonical discriminant functions and the numbers 1 to 5 indicate the five treatment groups. The seven lines, i.e., *y*_(*i*,*j*)_, in Figure 2b indicate the boundary lines between the groups *i* and *j*. For instance, the boundary line between groups 2 and 5, i.e., continuous exposure to larval salamanders and removal of the dragonfly larvae, is given by *y*_(2,5)_ = − 51.488*x* − 1370.757.

The nine genes selected by this discriminant analysis are summarized in Table 1 and also shown in the hierarchical combined tree in Figure 3a. Clusters were created using single linkage method with Euclidean distance, and the clusters indicated clear separation of experimental condition such as control, −Drago and so on. This validates the selection method for the nine genes. Further, the same separation was also obtained using 2 other clustering methods: group average method with Euclidean distances and Ward’s method with squared Euclidean distances. The results indicated that expression profiles of the 9 genes are robust.

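In the tree of the 14 arrays from the 9 probe sets, Cont, Drago, Salam, −Drago and −Salam each formed a cluster of their own, so that 5 of 5 groups were recovered by single linkage, by the group average and by Ward's method. The SD of a probe set within a group ran from 0.0397 (mettl7a.L in Cont) to 0.844 (lamb1 in Salam) on the log2 scale. With each array left out in turn, single linkage recovered 4 or 5 groups. Without either Cont array 4 was the most possible, since a group of 1 array was not counted. The 9 probe sets had been selected on these arrays for their differences between the groups. In 99 regroupings of the 14 arrays, the 9 leading probe sets recovered all 5 made-up groups in 90 by single linkage. With the group average this was so in 91 and with Ward's method in 92, so the separation may come from the selection. From the separation by 3 clustering methods, the paper concludes that the expression profiles of the 9 genes are robust.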

**Figure 3:**
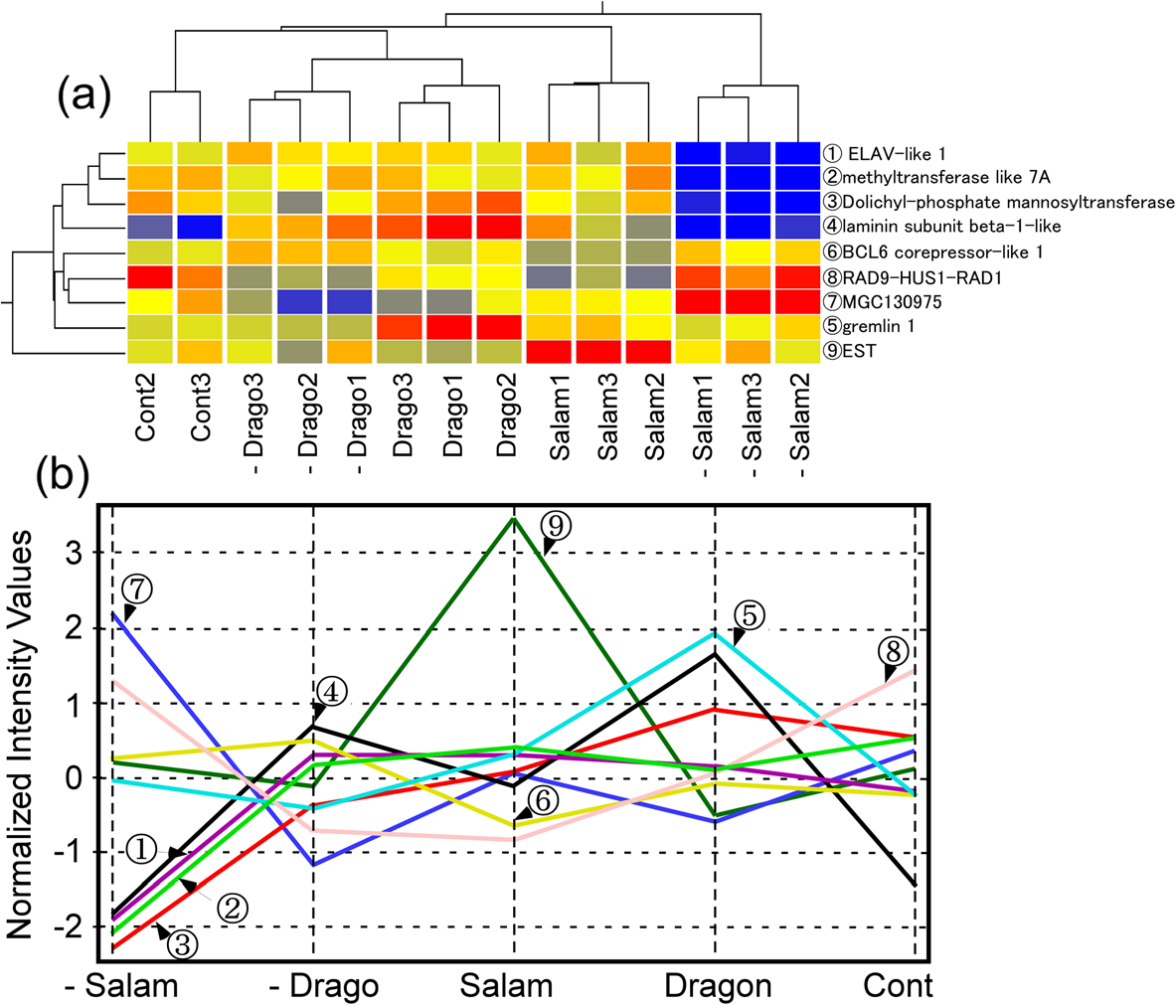
**The nine genes selected by discriminant analysis. (a)** The hierarchical clustering of the nine genes was created using single linkage with Euclidean distance. Numbers 1–3 indicate array chip number. Abbreviations as in Figure 1. **(b)** Averaged gene expression profile obtained by the discriminant analysis.

The identities of three of the nine genes (nos. 7, 8, and 9) are unknown, the others were identified as *ELAV-like 1*, *methyltransferase like 7A*, *dolichyl-phosphate mannosyltransferase*, *laminin subunit beta-1-like*, and *gremlin 1* (Figure 3b).

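The annotation gives 1 gene for each of the 3 probe sets called unknown: c19orf47.S for gene 7, rhno1.S for gene 8, as in Table 1, and pdap1.L for gene 9. RHNO1 takes part in the DNA damage checkpoint. Its log2 difference from Cont was -2.26 (SE 0.54, adjusted p = 0.728) in Salam, -2.12 (SE 0.54, adjusted p = 0.953) in −Drago, -1.37 (SE 0.54) in Drago and -0.13 (SE 0.54) in −Salam. c19orf47.S stood 1.84 above Cont (SE 0.55, adjusted p = 0.662) in −Salam and at -1.50 (SE 0.55) in −Drago. dpm1, the catalytic subunit of the enzyme that makes the mannose donor of protein glycosylation, stood at -2.80 (SE 0.58, adjusted p = 0.617) in −Salam, a fold of -6.98, and at -0.90 in −Drago, -0.45 in Salam and 0.38 in Drago (SE 0.58 each). None of these differences passed limma's test over all probe sets.

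**Figure D1:**
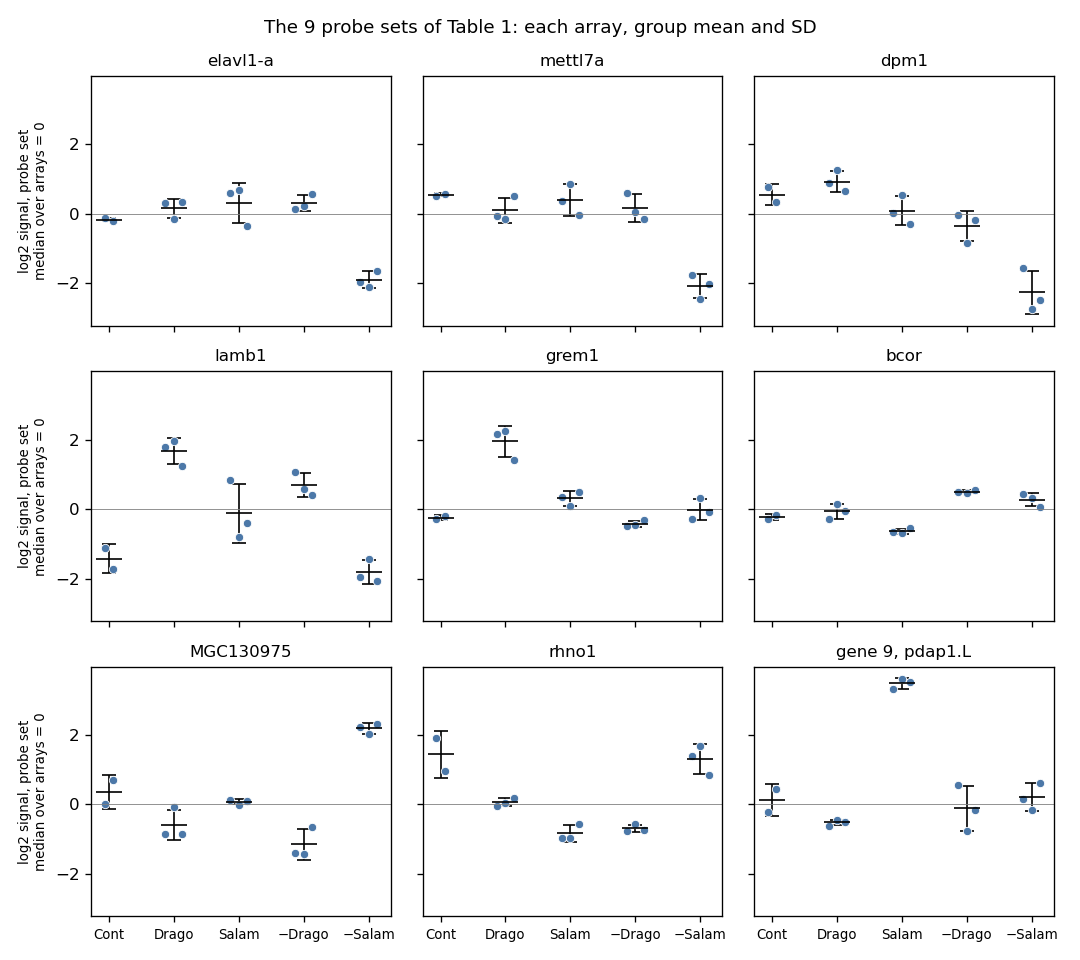
Log2 signal of the 9 probe sets of Table 1, with the probe set's median over the 14 arrays at 0, for Cont (n = 2 arrays) and Drago, Salam, −Drago and −Salam (n = 3 arrays each). Points are single arrays and bars are group means with SD. The 3 Salam arrays of gene 9 lie between 3.31 and 3.60, above all other arrays.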

### Pathway analysis of the nine genes selected by discriminant analysis

The nine genes selected by discriminant analysis were subjected to an IPA pathway analysis using the corresponding human gene. The pathway analysis showed that five of the genes had a protein-protein interaction through ubiquitin C. There was also an mRNA-protein interaction among ELAV-like1, methyltransferase 7A and a hypothetical protein (RAD9-HUS1-RAD1) (Figure 4). The interaction of these proteins belongs to one of the pathways involved in developmental disorders, hereditary disorders and neurological diseases in humans. The postulated interactions regarding these diseases are summarized in Additional file 4: Table S2.

**Figure 4:**
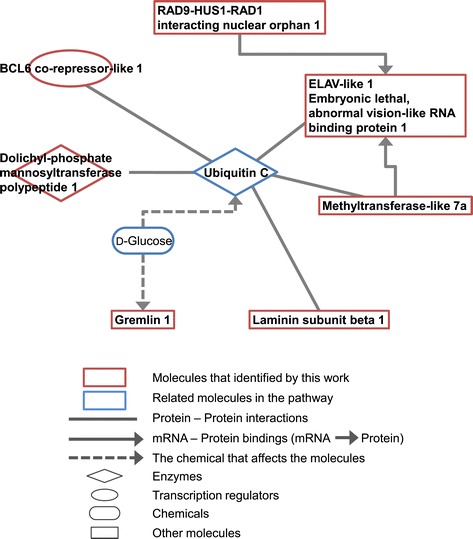
**Pathway analysis of nine genes selected by discriminant analysis.**

### Screening of specific genes induced by exposure to a predator

Standard methods were used to determine fold changes in expression of genes following exposure to a predator. We set a threshold change of over 5 fold compared to the control and identified 316 and 301 genes that were induced by exposure to dragonfly larvae or larval salamanders, respectively (Figure 5a and b). These data are also described in Additional file 5: Table S3 and Additional file 6: Table S4. Of these genes, the identities of only 80 and 81 genes, respectively, were known and these were selected as predator-responsive genes. 

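In Drago, 173 probe sets were more than 5 fold above Cont and 142 more than 5 fold below, 315 in all. In Salam, 146 were above and 153 below, 299 in all. With the control transcripts included the counts were 316 and 301. The 10 probe sets with 1 gene symbol and the smallest p in Drago included lhx8.L, a LIM homeobox transcription factor, at a log2 difference of 3.75 (SE 0.70), the acetyl-CoA transporter slc33a1.L at 3.27 (SE 0.67) and the mitochondrial protease subunit clpp.L at -3.70 (SE 0.80), each with adjusted p = 0.601. In Salam they included the peroxisomal enoyl-CoA reductase pecr.S at 3.32 (SE 0.59, adjusted p = 0.433), the COP9 signalosome subunit gps1.L at 2.94 (SE 0.59, adjusted p = 0.728) and the retromer subunit vps35.S at -2.67 (SE 0.63, adjusted p = 0.728). By limma, 0 probe sets differed from Cont at an adjusted p under 0.05 in Drago and 0 in Salam. At an unadjusted p under 0.05, 876 did in Drago (465 higher, 411 lower) and 775 in Salam (405 higher, 370 lower), where 775 are expected by chance, and an ordinary 2-group test gave 846 and 853, with 0 after adjustment in both. Such counts vary around 775: arbitrary choices of 6 of the 14 arrays, set against the other arrays by limma, gave 722 to 887. The median SE of a difference was 0.86 on the log2 scale. In simulated data with the sizes of Cont and Drago, limma recovered 4 of 200 probe sets changed 5 fold and 173 of 200 changed 20 fold. That 0 passed here therefore does not exclude changes of 5 fold. The 3 treated arrays all lay on 1 side of both Cont arrays for 19.8% of probe sets in Drago and 20.1% in Salam, where chance gives 20%. The labels number the 2 Cont arrays, both kept by the paper, 1 and 2. Without Cont replicate 1 the counts over 5 fold were 849 in Drago and 850 in Salam, without Cont replicate 2 they were 984 and 924, and with 1 treated array left out they ran from 518 to 570 in Drago and from 460 to 489 in Salam.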

The expression profiles of these genes were compared by a hierarchical clustering analysis using single linkage with Euclidean distance. This analysis indicated that gene #72 (*targeting protein for Xklp2*) showed an 11.5 fold increase in expression and gene #23 (*UPF0534 protein*) showed an 11.3 fold decrease in expression compared to control after exposure to a dragonfly larva (Figure 6). 

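tpx2.L, which encodes a factor of spindle assembly, averaged 1.52 ± 0.48 (SD, n = 3 arrays) in Drago and -2.00 ± 0.0833 (SD, n = 2) in Cont, a log2 difference of 3.52 (SE 1.18, adjusted p = 0.808). In Salam the difference was 2.56 (SE 1.18), from single arrays at -2.20, 2.18 and 1.69. The UPF0534 probe set, annotated as tma16.L, averaged -0.92 ± 0.831 (SD, n = 3) in Drago and 2.58 ± 0.0147 (SD, n = 2) in Cont, a difference of -3.50 (SE 0.86, adjusted p = 0.601). It was -1.82 (SE 0.86) in Salam. Neither gene passed limma's test.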

Gene #72 (*Frzb-1 protein*) showed a 12.7 fold increase in expression and gene #21 (*14-3-3 protein*) a 10.9 fold decrease compared to control after exposure to a larval salamander (Figure 7).

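frzb.L, a secreted inhibitor of Wnt signalling, averaged 0.77 ± 0.5 (SD, n = 3 arrays) in Salam and -2.90 ± 1.65 (SD, n = 2) in Cont. The log2 difference was 3.67 (SE 0.76, adjusted p = 0.728), a fold of 12.74 that is 9.837 as a ratio of linear means, and that of Drago 3.23 (SE 0.76, adjusted p = 0.601). Leaving out 1 array, the differences ran from 2.50 to 4.84 in Salam and from 2.06 to 4.40 in Drago, lowest without Cont replicate 1 and highest without Cont replicate 2. ywhab.L, a 14-3-3 adaptor protein, averaged -1.40 ± 1.75 (SD, n = 3) in Salam and 2.05 ± 0.734 (SD, n = 2) in Cont, a difference of -3.46 (SE 1.35, adjusted p = 0.895), a fold of -10.98 that is -6.937 as a ratio of linear means. In Drago it was -1.97 (SE 1.35, adjusted p = 0.949). Leaving out 1 array, it ran from -4.47 to -2.92 in Salam and from -3.12 to -0.86 in Drago.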

**Figure 5:**
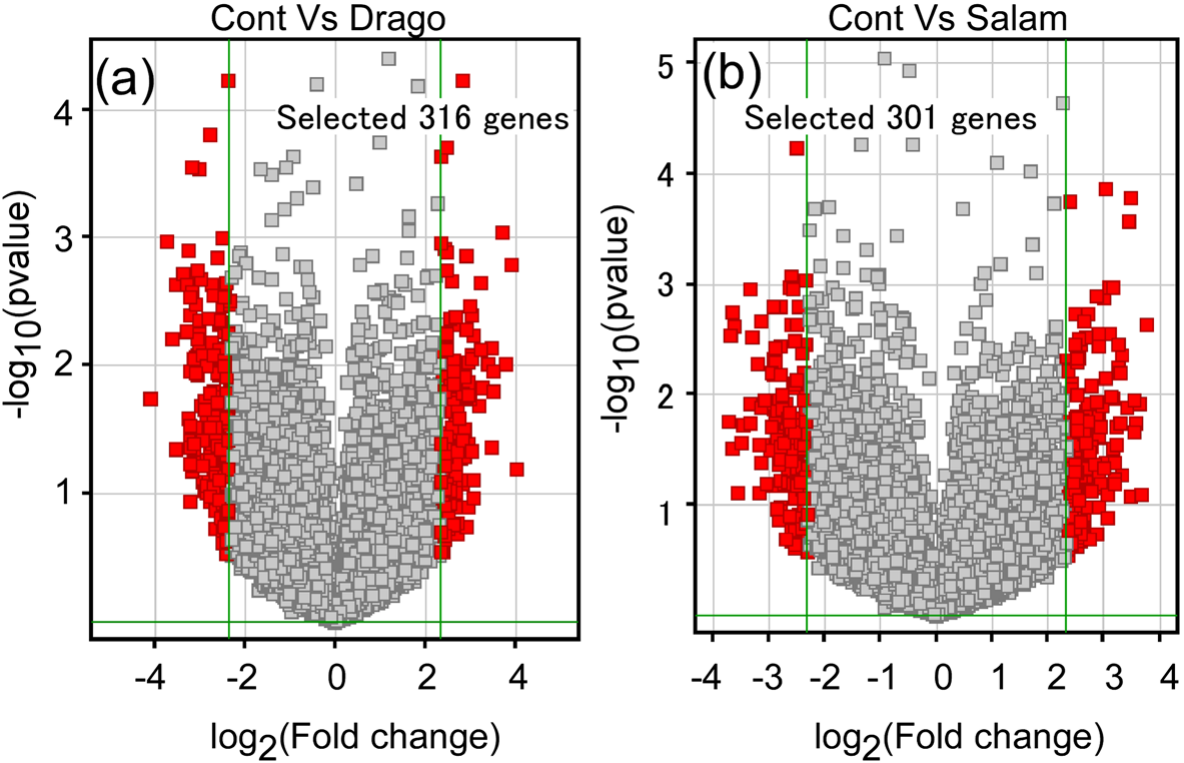
**Screening of predator-induced genes showing a greater than 5 fold difference compared to control.** The selected genes are depicted by volcano plotting, and the threshold change for gene screening was set as ‘more than 5 fold change compared to control’. In total, 316 and 301 genes respectively were identified as induced by dragonfly larvae **(a)** and larval salamanders **(b)**. Fold change is expressed as log_2_X in the X axis.

**Figure 6:**
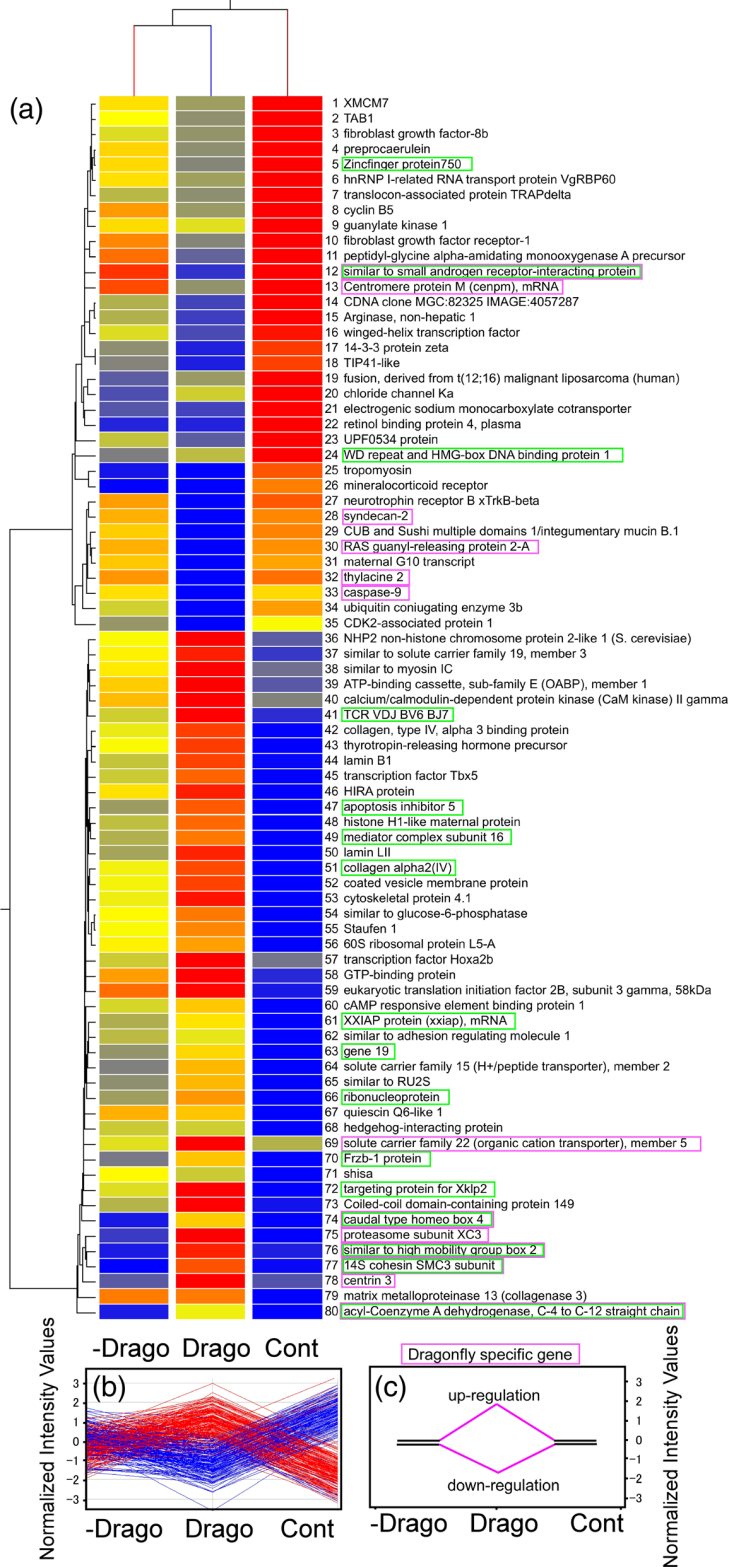
**Hierarchical clustering of 80 known genes showing greater than 5 fold difference compared to control that were induced by dragonfly larvae, and selection of dragonfly specific genes. (a)** Expression profiles of the genes using hierarchical clustering by single linkage with Euclidean distance. **(b)** Expression profiles of the 80 genes and **(c)** procedure used for selection of predation-threat responsive genes. Genes enclosed by pink boxes are dragonfly-specific, and those enclosed in green boxes are those commonly observed after the salamander treatment.

**Figure 7:**
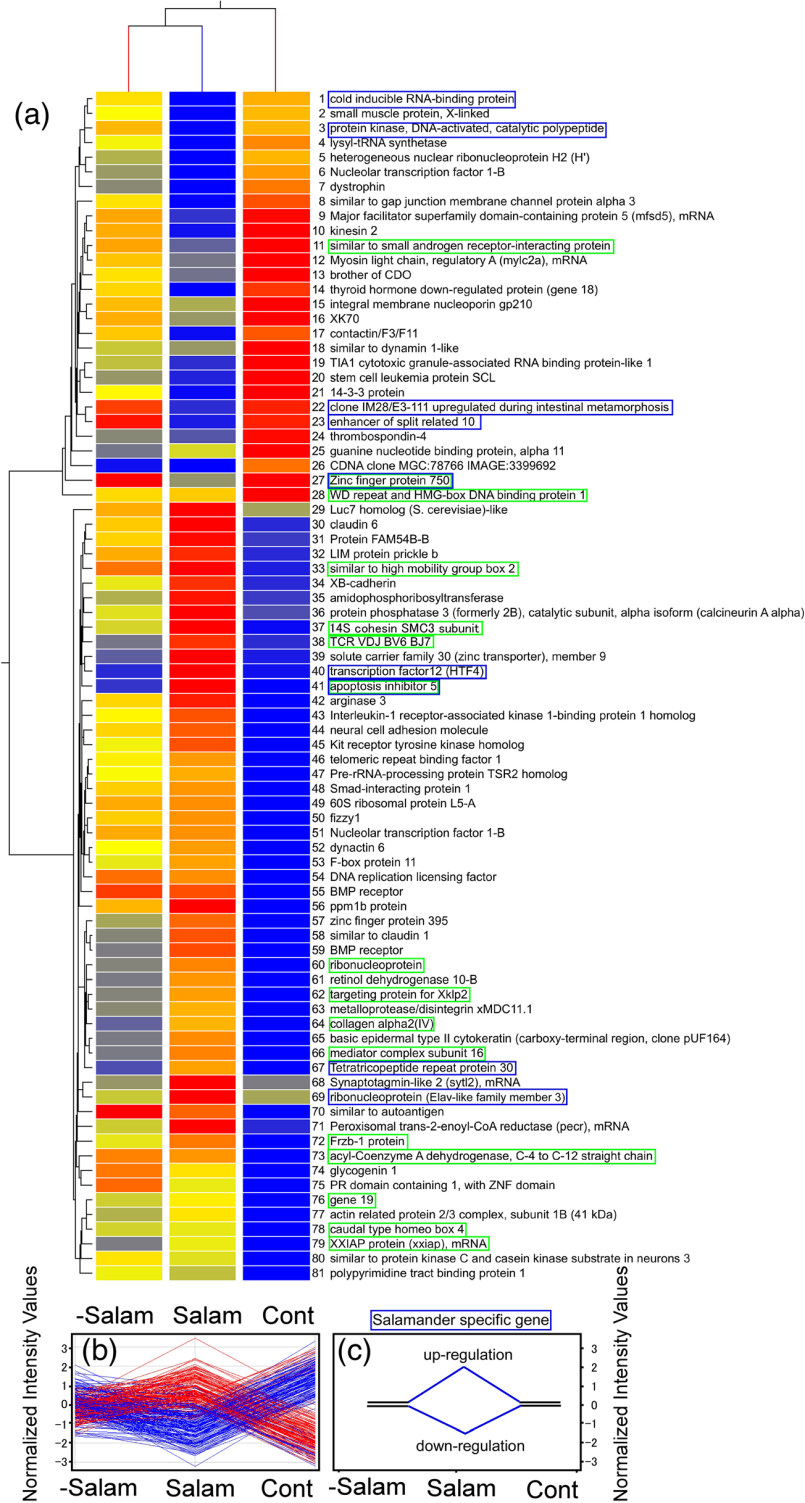
**Hierarchical clustering of 81 known genes showing greater than 5 fold difference to control that were induced by larval salamanders, and the selection of salamander-specific genes. (a)** Expression profiles of the genes using hierarchical clustering by single linkage with Euclidean distance. **(b)** Expression profiles of the 81 genes and **(c)** procedure for selection of predation-threat responsive genes. Genes surrounded by blue boxes are salamander-specific and genes surrounded by green boxes are commonly observed after the dragonfly treatment.

We also identified predator-responsive genes in the treatment groups in which the predators were removed after 4 days (Figures 6 and 7). 

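In −Drago, 108 probe sets were more than 5 fold above Cont and 152 more than 5 fold below, and in −Salam 159 and 153. The leading genes in −Drago included lsm7.L, an RNA-binding Sm-like protein, at a log2 difference of 3.75 (SE 0.99), the histone H2A deubiquitinase mysm1.L at -3.63 (SE 0.94) and the ribosome-binding protein rrbp1.S at 2.88 (SE 0.66), each with adjusted p = 0.953. In −Salam they included the phospholipid flippase subunit tmem30a.S at 3.78 (SE 0.77), the nuclear pore protein ranbp2.L at 3.57 (SE 0.71) and the growth factor fgf8.L at -3.13 (SE 0.73), each with adjusted p = 0.617. By limma, 0 probe sets differed from Cont at an adjusted p under 0.05 in either removal group. At an unadjusted p under 0.05 there were 765 in −Drago and 882 in −Salam (775 expected), and 847 and 828 by an ordinary 2-group test, with 0 after adjustment. Continuous exposure was also compared with removal directly. The exosome subunit exosc1.L was 3.03 higher in Drago than in −Drago (SE 0.57, adjusted p = 0.517), and tpd52.L 2.67 higher in Salam than in −Salam (SE 0.56, adjusted p = 0.491). limma took 0 probe sets at an adjusted p under 0.05 in either comparison, and 889 and 851 at an unadjusted p under 0.05. The ordinary 2-group test gave 819 and 751 unadjusted. The poly-A control transcripts were low on all 3 −Drago arrays and high on 2 of 3 Drago arrays.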

The expression profiles of genes showing more than 5 fold changes in expression are shown in Figures 6b and 7b. Selection of genes that are predator-specific can be achieved using the procedure illustrated in Figures 6c and 7c. Thus, for example, the expression level of a predation-threat responsive gene might return to the control level upon removal of the predation threat. Selection of genes that show this pattern of expression should identify those that are predator-specific. 

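Of the 315 probe sets more than 5 fold from Cont in Drago, 89 lay within 2 fold of Cont in −Drago and the other 226 were over 2 fold in the same direction. Both groups are set against the same 2 Cont arrays, and in Salam, the other predator, 244 of the 315 were over 2 fold in the same direction. smc3.L, a subunit of cohesin, had a log2 difference from Cont of 2.39 (SE 0.71) in Drago and -0.17 (SE 0.71) in −Drago, and the carnitine transporter slc22a5.L 2.51 (SE 0.94) and 0.27 (SE 0.94). mespa.L, a transcription factor of the presomitic mesoderm, stood at -2.95 (SE 1.28) and -0.21 (SE 1.28). Of the 299 probe sets over 5 fold in Salam, 85 lay within 2 fold of Cont in −Salam, among them the DNA repair kinase prkdc.L at -2.70 (SE 0.91) in Salam and -0.01 (SE 0.91) in −Salam. Among the genes numbered in Figures 6 and 7, 23 of 80 and 24 of 81 met this criterion. For none of these 4 genes did limma's test against Cont give an adjusted p under 0.05. The limit of 2 fold was set for the reanalysis. With 1.5 fold the counts were 51 and 50, and with 3 fold 159 and 152, and with 1 array left out they reached 229 and 175.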

Using this approach, we obtained 13 and 9 genes that were specifically responsive to a predation threat by dragonfly and larval salamanders, respectively. These genes are indicated by the pink and blue boxes in Figures 6a and 7a, respectively. 

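More than 5 fold from Cont in the same direction in both Drago and Salam were 74 probe sets, 49 higher and 25 lower, and 0 were in opposite directions. xiap.L, an inhibitor of caspases, had a log2 difference of 2.71 in Drago and 2.45 in Salam (SE 0.79 each, adjusted p = 0.705 and adjusted p = 0.86). The Mediator subunit med16.L stood at 2.40 and 2.36 (SE 0.81 each), the homeobox gene cdx4.L at 3.04 and 2.62 (SE 0.74 each), and wdhd1.L, a protein of DNA replication, at -3.25 and -2.58 (SE 0.87 each). Both comparisons use the same 2 Cont arrays. Independent lists of these lengths would share 1.63 higher and 1.4 lower probe sets. Unchanged groups simulated against 2 shared controls shared 47.1 on average (28 to 68), from lists of 183 to 249 probe sets, shorter than the real ones. Over all probe sets, the differences of Drago and Salam from Cont had the same sign for 70.52%, against 70.5% in these simulations. Their correlation was 0.594 against 0.601, and their covariance 0.533 against 0.472. By sign and correlation, the agreement was thus about what shared Cont arrays alone give, which leaves single genes open. Regroupings of the 14 real arrays, run after this result was seen, shared 35 to 83. Of 100 groupings, the real one included, 13 reached 74. Without Cont replicate 1 the real groups shared 302, and without Cont replicate 2 they shared 367.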

A further 16 genes were common to both dragonfly larvae and larval salamanders (Figures 6 and 7); these genes are indicated by the green boxes. The results from hierarchical cluster analyses using single linkage with Euclidean distance of the common and predation-threat responsive genes are summarized in Figure 8a.

**Figure 8:**
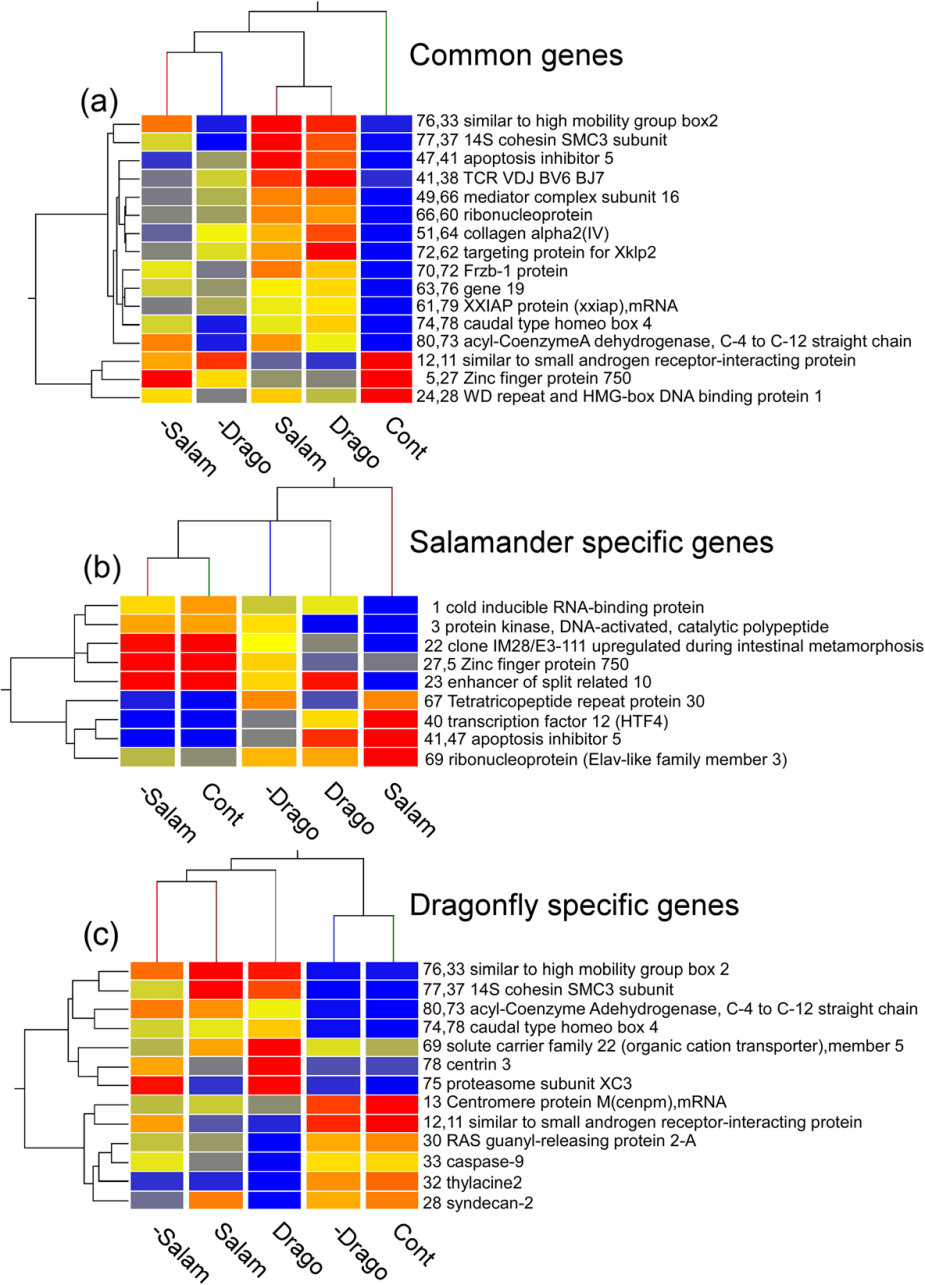
**Hierarchical clustering analysis of common and specific genes induced by predators.** Expression profiles of common and specific genes are depicted by hierarchical clustering using single linkage with Euclidean distance for the five treatment groups. **(a)** Commonly expressed genes selected as showing greater than 5 fold difference to control. The numbers in the gene title (from left to right) in common genes indicate dragonfly and salamander, respectively. **(b)** Salamander specific genes. The numbers in the gene title (from left to right) indicate salamander and dragonfly, respectively. **(c)** Dragonfly specific genes. The numbers in the gene title (from left to right) indicate dragonfly and salamander, respectively.

In these analyses, the continuous predator exposure groups and the removal of predator groups each formed clusters, and the control formed an outer cluster.

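Over the 16 common probe sets, the means of Drago and Salam joined first at a Euclidean distance of 1.86 on the log2 scale, −Drago and −Salam at 4.09, and Cont last, with its nearest group at 6.88 and its farthest at 11.4. The transcript of hnrnpa3.L, an RNA-binding protein, shows the order: it stood above Cont by 2.79 in Drago, 2.90 in Salam, 1.65 in −Drago and 1.50 in −Salam (SE 1.07 each). In the 9 probe sets of Figure 8b, Cont and −Salam joined first at 1.44 and Salam lay farthest from Cont at 8.04. In the 13 probe sets of Figure 8c, Cont and −Drago joined first at 2.28 and Drago lay farthest from Cont at 9.50. The probe sets of each tree had been chosen on the same arrays for these differences.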

Salamander and dragonfly-specific genes are also summarized (Figure 8b and c). 

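The probe set of the clone im28 had a log2 difference from Cont of -2.48 (SE 0.83, adjusted p = 0.86) in Salam, -1.81 (SE 0.83) in Drago and -0.17 (SE 0.83) in −Salam. Without Cont replicate 2 the −Salam value was 1.11. tcf12.L, a basic helix-loop-helix transcription factor, stood at 2.80 (SE 1.10, adjusted p = 0.912) in Salam, 1.52 (SE 1.10) in Drago and 0.15 (SE 1.10) in −Salam, or -1.08 in −Salam without Cont replicate 2. Cont replicates 1 and 2 of tcf12.L lay at -0.123 and -2.58, so without Cont replicate 2 its differences in Salam and Drago were smaller too. celf3.L, an RNA-binding protein, stood at 2.46 (SE 1.03, adjusted p = 0.944), 0.90 (SE 1.03) and 0.19 (SE 1.03), or -0.23 in Drago without Drago replicate 3. For prkdc.L the difference in Drago was -1.63 (SE 0.91). Between Drago and Salam directly, tcf12.L differed by -1.29 (SE 0.99, adjusted p = 0.955), celf3.L by -1.56 (SE 0.92, adjusted p = 0.916) and prkdc.L by 1.07 (SE 0.81, adjusted p = 0.954), so that none passed limma's test of the difference between the predators.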

Among those that were real salamander-specific were gene #1 (*cold inducible RNA-binding protein*), gene #3 (protein kinase), gene #22 (*cloneIM28/E3-111*), gene #23 (*enhancer of split related 10*), gene #40 (*transcription factor 12*), gene #67 (*tetratricopeptide repeat protein 30*), and gene #69 (ribonucleoprotein: Elav-like family member 3) (Figure 8b). 

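cirbp.L, a cold-inducible RNA-binding protein, had a log2 difference from Cont of -2.51 in Salam and -0.55 in Drago (SE 1.25 each), folds of -5.72 and -1.46. As a ratio of linear means the fold in Salam was -3.195. Leaving out 1 array, the difference ran from -3.53 to -1.30 in Salam and from -1.14 to 0.19 in Drago. hes5.5.S, the Notch target named enhancer of split related 10, stood at -2.57 and -0.21 (SE 1.19 each), folds of -5.92 (-8.832 as a ratio of linear means) and -1.16. Leaving out 1 array, it ran from -4.05 to -1.08 in Salam and from -1.70 to 1.275 in Drago, in both lowest without Cont replicate 1 and highest without Cont replicate 2. ttc30a.S, a component of the transport machinery of cilia, stood at 2.71 and 1.40 (SE 0.81 each), folds of 6.56 and 2.64, and ran from 2.15 to 3.28 and from 0.83 to 2.24. Tested directly, Drago minus Salam was 1.97 (SE 1.12, adjusted p = 0.908) for cirbp.L, 2.36 (SE 1.06, adjusted p = 0.865) for hes5.5.S and -1.31 (SE 0.73, adjusted p = 0.906) for ttc30a.S.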

Although these 9 genes showed similar patterns, *cold inducible RNA-binding protein*, *enhancer of split related 10*, and *tetratricopeptide repeat protein 30* showed opposite expression patterns between Salam and Drago treatment groups. 

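cetn3.L, a centrin of centrioles, averaged 1.53 ± 0.259 (SD, n = 3 arrays) in Drago, -0.70 ± 0.868 (SD, n = 3) in Salam and -0.98 ± 1.61 (SD, n = 2) in Cont. The proteasome subunit psma2.L averaged 1.49 ± 0.605 (SD, n = 3), -1.10 ± 1.14 (SD, n = 3) and -1.62 ± 0.401 (SD, n = 2) in these groups. For sdc2.S, a cell surface proteoglycan, the means were -1.75 ± 0.229 (SD, n = 3), 0.69 ± 0.203 (SD, n = 3) and 0.68 ± 0.198 (SD, n = 2). Against Cont, cetn3.L stood at folds of 5.71 in Drago and 1.22 in Salam, and psma2.L at 8.59 and 1.43. In Salam these turned to log2 differences of -0.86 for cetn3.L without Cont replicate 1 and -0.13 for psma2.L without Salam replicate 3. The log2 difference between Drago and Salam was 2.23 (SE 0.93, adjusted p = 0.865) for cetn3.L, 2.58 (SE 0.69, adjusted p = 0.641) for psma2.L and -2.45 (SE 0.59, adjusted p = 0.532) for sdc2.S.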

With regard to the dragonfly-specific genes in Figure 8c, gene #78 (*centrin 3*), gene #75 (*proteasome subunit XC3*), and gene #28 (*syndecan-2*) showed the opposite expression patterns in the Salam and Drago treatment groups. These genes might have a role in the different phenotypic responses to the different predators.

### cDNA cloning and quantitative real-time PCR

Eight genes from *R. pirica* tadpoles showed E-values for their sequence data of less than 10^−72^ compared with to *X. laevis*. These data suggesting that these *R. pirica* cDNA sequences were similar to those of *X. laevis*. Furthermore, qPCR analysis of ELAV-like1 likewise showed a similar tendency to that observed in the cross-species microarray using a uniformly most powerful invariant test. The E-values of the sequence data are given in Additional file 7: Table S5 and the statistical analyses of the qPCR are presented in Additional file 8: Figure S2 and Additional file 9.

## Discussion

### Nine genes identified in the discriminant analysis

Predator-induced phenotypic plasticity results in morphological adaptations that confer protection against predators. The alterations to the tail in tadpoles in the presence of either the top predator (dragonfly larvae) or the intermediate predator (larval salamanders) may provide protection through enabling an increased swimming speed to escape from the former or by prevention against swallowing by the latter. It is a reasonable presumption that the phenotypic changes in the predation-related effects are mediated by stress responsive genes.

To determine the identities of the stress responsive genes and to characterize their function, we made use of a *Xenopus laevis* gene chip to screen for functional genes. The use of this cross-species microarray approach was due to the unavailability of a large scale microarray from *Rana pirica*. Although cross-species microarrays suffer from signal reduction, they have nevertheless been used successfully in comparative evolutionary and ecological studies, and for gene-expression profiling of many species that lack representative microarray platforms [31].

In total, nine genes were identified here as predation-responsive, and their functions have been determined through database searches. The ELAV (embryonic lethal, abnormal vision)-like 1 (HuR) protein has various roles in different cellular mechanisms including apoptosis [34,35], oncogenesis [36], cellular responses to stress [37], and the stabilization of several cellular mRNAs [38]. ELAV affects cell fate by regulating the stability and translation of mRNAs that encode cell stress response proteins [37] and stress-induced cell death proteins [35] and also determine responses to DNA damaging agents such as UVC and actinomycin D [39]. 

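elavl1.S averaged -1.90 ± 0.239 (SD, n = 3 arrays) in −Salam and -0.17 ± 0.0465 (SD, n = 2) in Cont. The log2 difference was -1.73 (SE 0.55, adjusted p = 0.75), a fold of -3.31. Salam exceeded −Salam by 2.20 (SE 0.49, adjusted p = 0.504). Neither comparison passed limma's test. In the paper's quantitative PCR, the −Salam ratio to control lay nearer to no change than on the arrays. The paper's test, which left out the dragonfly ratio, did not reject equal means by the 2 methods.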

Although the available information indicates that HuR is highly related to stress conditions, a dramatic change in *ELAV-like 1* (*HuR*) gene expression (about a 3.3 fold decrease compared with control) was observed following the removal of the larval salamanders (Figure 2 and Table 1). Since the gene showed an increased expression under the other experimental conditions, including removal of the dragonfly larvae (Table 1), then it is likely that the gene is not involved in a response to predation stress here.

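In the other groups elavl1.S averaged 0.16 ± 0.27 in Drago, 0.31 ± 0.583 in Salam and 0.30 ± 0.222 in −Drago (SD, n = 3 arrays each). The log2 differences from Cont were 0.33, 0.47 and 0.47 (SE 0.55 each), folds of 1.25, 1.39 and 1.39, with adjusted p = 0.982, adjusted p = 0.999 and adjusted p = 0.999.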

*Methyltransferase-like 7a* was down-regulated in all treatments compared with controls (Figure 2 and Table 1). In particular, a 6.2 fold reduction was observed following removal of the larval salamanders. 

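mettl7a.L had log2 differences from Cont of -0.45 in Drago, -0.15 in Salam and -0.38 in −Drago (SE 0.56 each), folds of -1.36, -1.11 and -1.30. The corresponding limma tests gave adjusted p = 0.979, adjusted p = 0.999 and adjusted p = 0.999.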

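In −Salam, mettl7a.L averaged -2.08 ± 0.349 (SD, n = 3 arrays), against 0.54 ± 0.0397 (SD, n = 2) in Cont. The difference was -2.63 (SE 0.56, adjusted p = 0.617), a fold of -6.17. Salam stood 2.48 above −Salam (SE 0.50, adjusted p = 0.491).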

The gene is a *methyltransferase* and may function in histone methylation or other metabolic processes. To date, however, there are no detailed descriptions of the precise function of this gene. Interestingly, expression of the gene is altered in post-traumatic stress disorder and shows a significant decrease in human patients [40]. As described earlier, dragonfly larvae are top predators and very efficient killers of tadpoles when they are kept in the same aquarium. Although larval salamanders also predate tadpoles, they are gape-limited and restricted in the size of the prey they can swallow [10,17]. Thus, the difference between the predation threat posed by the dragonfly and salamander is simply one of relative effectiveness. In the present study, some of the tadpoles were bitten by larval salamanders and a few were killed; however, as the dragonfly larvae were caged, then no tadpoles were harmed in these treatment groups. Therefore, in the salamander treatment groups, it is possible that the tadpoles were showing a stress response to the threat of predation.

Laminins are large, heterotrimeric glycoproteins that are major components of both the intestinal extracellular matrix and the basal lamina [41]. These glycoproteins are involved in cell adhesion [42], neurite outgrowth [43], the formation of epithelial structures [44], and are especially important for the formation of an initial polymeric scaffold of cell-attached matrix via interactions with integrins, lutheran, agrin, dystroglycan, and other components. Laminins, type IV collagen and nidogens are thought to constitute the central basement membrane scaffolding [45]. Thus, laminins clearly interact with other proteins to contribute to cell adhesion and, therefore, presumably promote basement membrane anchorage. Interestingly, we found here that *laminin subunit beta-1-like* was increased 8.4 fold in tadpoles continuously exposed to dragonfly larvae and 4.3 fold in those in which the larvae were removed (Table 1). Moreover, *laminin B1* and *laminin LII* were also increased 5.6 and 7.5 fold compared to the control in the treatment group with continuous exposure to dragonfly larvae (Figure 6). However, in the treatment group with continuous exposure to larval salamanders, a 2.46 fold increase compared to control was observed; in the group in which the larval salamanders were removed a 1.3 fold decrease was found. It will be of interest to determine whether the altered patterns of laminin expression are related to changes in cell-cell adhesion in tadpoles with heightened tails.

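The lamb1 probe set averaged 1.66 ± 0.376 (SD, n = 3 arrays) in Drago, 0.69 ± 0.35 (SD, n = 3) in −Drago and -1.42 ± 0.422 (SD, n = 2) in Cont. The log2 difference from Cont was 3.08 (SE 0.61, adjusted p = 0.601) in Drago, a fold of 8.46, and 2.11 (SE 0.61, adjusted p = 0.953) in −Drago, a fold of 4.32. Of 24 basement membrane probe sets (laminins, type IV collagens, nidogens and their receptors), which leave out the lamb1 probe set because the annotation gives it no symbol, 0 passed limma's test over all probe sets in Drago or in Salam. In Drago 1 was higher and 2 were lower at an unadjusted p under 0.05, and in Salam 2 were higher and 0 lower. Adjusted over the list alone, 1 was higher and 1 lower in Drago, col4a2.L and sdc2.S (adjusted p = 0.0257 each), and 0 in Salam. The study chose both on these arrays, so they are not independent evidence. Of 54 probe sets of other matrix genes, 4 were higher and 4 lower in Drago at an unadjusted p under 0.05, and 0 in Salam. None passed over all probe sets or adjusted over the list alone. The collagen gene col3a1.S stood at 1.56 (SE 0.54) in Drago and the protease inhibitor timp2.S at -2.25 (SE 0.71), examples named after their values were seen. As sets, both lists had adjusted p = 0.996 in limma's camera test.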

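The probe sets with these folds are annotated as lmnb1.L and lmnb2.L, which encode lamins, proteins of the nuclear lamina, and Table S3 titles them lamin B1 and lamin LII. lmnb1.L averaged 1.08 ± 0.0687 (SD, n = 3 arrays) in Drago and -1.41 ± 0.352 (SD, n = 2) in Cont, a log2 difference of 2.49 (SE 0.91, adjusted p = 0.808). lmnb2.L averaged 1.26 ± 1.6 (SD, n = 3) in Drago and -1.65 ± 0.26 (SD, n = 2) in Cont, a difference of 2.92 (SE 1.15, adjusted p = 0.837).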

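For lamb1, Salam averaged -0.12 ± 0.844 and −Salam -1.81 ± 0.34 (SD, n = 3 arrays each). The log2 difference from Cont was 1.30 (SE 0.61, adjusted p = 0.98) in Salam and -0.39 (SE 0.61, adjusted p = 0.999) in −Salam. Drago exceeded Salam by 1.78 (SE 0.55, adjusted p = 0.694), and Salam exceeded −Salam by 1.69 (SE 0.55, adjusted p = 0.789).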

Gremlin 1 is a bone morphogenetic protein (BMP) antagonist, and has an important role in regulating BMPs during lung, limb, and kidney development as well as during neural crest cell differentiation [46,47]. Gremlin 1 is overexpressed in various human tumors [48,49], and induces cell migration, proliferation, and invasion through induction of a fibroblast-like morphology and decreased E-cadherin expression [50]. Gremlin also down-regulates chondrogenesis and programmed cell death [51]. In our experiments, dragonfly treatment induced greatest expression of the gremlin gene (Figure 3), down-regulation of caspase-9, and increased expression of apoptosis inhibitor 5 (Figure 6). 

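grem1.L, a secreted antagonist of BMPs, averaged 1.94 ± 0.457 (SD, n = 3 arrays) in Drago and -0.24 ± 0.0658 (SD, n = 2) in Cont, a log2 difference of 2.19 (SE 0.53, adjusted p = 0.601). casp9.S, the initiator caspase of the mitochondrial pathway, stood at -2.33 (SE 0.97, adjusted p = 0.839) in Drago and -0.04 (SE 0.97) in −Drago. api5.S, an inhibitor of apoptosis, stood at 2.58 (SE 0.86, adjusted p = 0.804). Of 34 apoptosis probe sets, 0 passed limma's test over all probe sets or adjusted over the list alone. Without adjustment, at a p under 0.05, 3 were higher and 1 lower in Drago, and 3 higher and 0 lower in Salam. The study chose 3 of the list on these arrays. Of 119 probe sets of BMP and Wnt signalling, 0 passed over all probe sets. In Drago 5 were higher and 3 lower at an unadjusted p under 0.05, and in Salam 6 higher and 2 lower. Adjusted over the list alone, 0 passed in Drago and 1 in Salam, frzb.L (adjusted p = 0.0276), which is among the 3 members the study chose on these arrays. The BMP receptor bmpr1a.S, named after its value was seen, stood at 2.10 in Drago and 2.78 in Salam (SE 0.79 each). As sets, both lists had adjusted p = 0.996.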

In the salamander treatment, a slight increase in gremlin gene expression was observed, and apoptosis inhibitor 5 was also clearly increased (Figure 7).

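In Salam, grem1.L averaged 0.31 ± 0.21 (SD, n = 3 arrays), a log2 difference from Cont of 0.55 (SE 0.53, adjusted p = 0.999). api5.S averaged 1.50 ± 0.396 (SD, n = 3) in Salam and -1.64 ± 0.21 (SD, n = 2) in Cont, a difference of 3.14 (SE 0.86, adjusted p = 0.73). Salam exceeded −Salam by 2.65 for api5.S (SE 0.77, adjusted p = 0.728).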

Under hypoxic conditions, HIF-lα isoforms are stabilized and induce HIF-dependent transcription of *Vegf, Greml*, and *Noggin* [52]. Gremlin 1 expression is increased in the walls of the small vessels of the pulmonary circulation in vivo during the development of hypoxic pulmonary hypertension [53]. In our microarray experiment, two types of *HIF1a* gene were used as a probe, and the largest increases in expression (3 fold and 1.3 fold compared to control) were observed in the dragonfly treatment groups; similarly, the highest increase in expression of *gremlin 1* (4.5 fold compared to control) occurred in a dragonfly treatment (Table 1). 

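Both probe sets are annotated as hif1a.L, the oxygen-regulated subunit of HIF1. In Drago the first probe set averaged 1.05 ± 1.51 (SD, n = 3 arrays), against -0.53 ± 0.832 (SD, n = 2) in Cont, a log2 difference of 1.58 (SE 1.04, adjusted p = 0.936), or 0.72 to 2.17 with 1 array left out. The second averaged 0.05 ± 0.0917 (SD, n = 3), against -0.34 ± 0.537 (SD, n = 2), a difference of 0.39 (SE 0.61, adjusted p = 0.982). Of 39 probe sets of hypoxia and vessel genes, 0 passed limma's test in Drago or in Salam, over all probe sets or adjusted over the list alone. In Drago 1 was higher and 2 were lower at an unadjusted p under 0.05, and in Salam 1 was higher and 0 lower. The members in Drago, named after their values were seen, were the oxygen sensor egln3.L at 1.59 (SE 0.65), the HIF subunit epas1.L at -2.18 (SE 0.82) and bnip3.S at -2.10 (SE 0.83). As a set the list had adjusted p = 0.996.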

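Compared directly, grem1.L was 1.63 higher in Drago than in Salam on the log2 scale (SE 0.47, adjusted p = 0.671), and 2.36 higher in Drago than in −Drago (SE 0.47, adjusted p = 0.517). Against Cont it stood at -0.18 in −Drago and 0.23 in −Salam (SE 0.53 each). None of these differences passed limma's test.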

Exposure to a predation threat from larval salamanders also induced an approximately 1.5 fold increase in the expression of *gremlin 1*. These results may indicate that predation stress involves hypoxic reactions and programmed cell death in vivo.

*BCL6 corepressor-like 1* (*BCoR-L1*) is a transcription corepressor and functional studies have shown that it can bind to class II histone deacetylases, and interact with the CTBP1 (C terminal binding protein 1) corepressor to repress expression of E-cadherin [54]. *BCoR-L1* displays homology to several proteins involved in DNA damage repair pathways and in transcription regulation (*BCoR*) [54]. It is also involved in the regulation of proliferation and apoptosis [55]. 

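The bcor probe set, annotated as bcorl1.L, a corepressor related to BCOR, averaged 0.50 ± 0.0503 in −Drago, 0.27 ± 0.198 in −Salam, -0.06 ± 0.213 in Drago and -0.64 ± 0.0729 in Salam (SD, n = 3 arrays each). In Cont it averaged -0.23 ± 0.093 (SD, n = 2). The log2 differences from Cont were 0.73 in −Drago, 0.50 in −Salam, 0.16 in Drago and -0.41 in Salam (SE 0.50 each). limma, which draws this small spread toward that of other probe sets, gave adjusted p = 0.98 or more in each.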

Interestingly, we found higher expression of the gene following the removal of the dragonfly larvae or larval salamanders (1.7 and 1.4 fold higher expression than control, respectively; Table 1); only continuous exposure to larval salamanders caused a decrease in gene expression.

The remaining three genes were of unknown identity, although gene #9 showed the highest increase in expression in the salamander treatment group among the nine genes. Therefore, the function of gene #9 might be important in the formation of the bulgy morph in response to the threat of salamander predation.

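Gene 9, pdap1.L by the annotation, differed between Drago and Salam by -3.99 on the log2 scale (SE 0.51, adjusted p = 0.0203), and was the only probe set of 15491 that passed limma's test in that comparison. All 3 Salam arrays lay above all 3 Drago arrays. Against Cont, Salam stood at 3.36 (SE 0.57, adjusted p = 0.433), a fold of 10.3, and Drago at -0.63 (SE 0.57, adjusted p = 0.965). Salam exceeded −Salam by 3.27 (SE 0.51, adjusted p = 0.193). The difference between Drago and Salam missed the threshold without any 1 of these 6 arrays (adjusted p from 0.0636 to 0.189), with a difference of -3.93 to -4.08. By limma it also missed with the replicate number as a block (adjusted p = 0.104) and with only these 2 groups compared. It passed with quantile normalization (adjusted p = 0.0292) and with each array centred on its median (adjusted p = 0.0197). The 7 comparisons between groups were each adjusted on their own.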

The IPA analysis showed that 7 of the selected 9 genes were connected directly or indirectly to ubiquitin C (Figure 4). Therefore, these genes involve the ubiquitin-proteasome system. As described above, ELAV-like1 is a multifunctional protein, has been reported to be in the ubiquitin-proteasome pathway in the regulation and function of HuR (an ELAV-like1 protein) [56], and is also related to ubiquitination in predator-induced morphological changes. Further, since ELAV-like 1 protein binds methyltransferase-like 7A and RAD9-HUS1_RAD1 mRNA, then expression of *ELAV-like1* may be regulated by these two genes.

A combination of discriminant and IPA analyses identified the involvement of the ubiquitin-proteasome system, suggesting that ubiquitination may have a role to play in predator-induced morphological changes.

Genes showing 5 fold differences in expression compared to control.

Overall, 80 and 81 genes were selected as responsive to the dragonfly larvae and larval salamander predation treatments, respectively (Figures 6 and 7). In these experiments, we were seeking to identify predation-threat responsive genes and 9 were selected as salamander-specific (Figure 8b). Two of these genes, zinc finger protein 750 and *apoptosis inhibitor 5*, were also included in the set of common genes. Three genes, *cold inducible RNA-binding protein* (5.7 fold reduction compared to control), *enhancer of split related 10* (5.9 fold reduction), and *tetratricopeptide repeat protein 30* (6.6 fold increase) showed the reverse expression profile in tadpoles exposed to larval salamanders compared to dragonfly larvae. Therefore, these three genes seemed to be further specific for the salamander treatment.

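In the removal groups cirbp.L stood at log2 differences from Cont of -0.69 in −Drago and -0.28 in −Salam (SE 1.25 each). Salam minus −Salam was -2.24 (SE 1.12, adjusted p = 0.929), and the 3 Salam arrays had an SD of 2.26. Of the common genes, znf750.S, a regulator of epidermal differentiation, stood at -2.76 in Drago and -2.68 in Salam (SE 1.02 each, adjusted p = 0.808 and adjusted p = 0.874), and at -0.50 in −Salam.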

Cold inducible RNA-binding protein (*CIRP*) is induced by cellular stress such as cold shock [57], UV irradiation [58], oxidative stress or hypoxia [59], and inhibition of neural apoptosis [60]. Down-regulation of *CIRP* results in decreased cell proliferation [61]. The *CIRP* homologue in *Xenopus,* called *XCIRP-1* [62], was used as the probe on this Xenopus microarray. Down-regulation of *XCIRP-1* inhibits expression of adhesion molecules such as *αE-* and *β-catenin*, *C-* and *E-cadherin* in Xenopus embryos [63]. As we found that exposure to larval salamanders enhances radical production in tadpoles compared to controls (unpublished data), the down-regulation of *XCIRP-1* in the salamander treatment group was unexpected. Expression of *C-cadherin* was decreased in all treatment groups except control, and was 2.5 and 2.0 fold lower than control in the salamander and dragonfly treatment groups, respectively. *α(E)-catenin* (Xl.6961.1.S1_at) also showed the greatest decrease (2.4 fold compared to control) in the salamander treatment group.

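The annotation gives C-cadherin by 2 probe sets, for 2 Xenopus laevis copies, and which Rana pirica transcripts each reads was not tested. cdh3.S had log2 differences from Cont of -1.04 in Drago, -1.31 in Salam, -1.64 in −Drago and -1.29 in −Salam (SE 0.81 each, smallest adjusted p = 0.951). cdh3.L stood at -0.39 in Drago, 2.40 in Salam, 1.77 in −Drago and 1.10 in −Salam (SE 0.73 each, smallest adjusted p = 0.819). ctnna1.S, which links cadherins to actin, stood at -1.26 in Salam and 1.71 in Drago (SE 0.94 each), and at 0.20 in Salam without Cont replicate 1. In Drago its difference was far smaller without Cont replicate 2 and far larger without Cont replicate 1. Of 27 cadherin and catenin probe sets, 0 passed limma's test over all probe sets. In Drago 0 were higher and 1 lower at an unadjusted p under 0.05, and in Salam 2 higher and 0 lower, with 0 adjusted over the list alone. Between Drago and Salam 2 passed adjusted over the list alone, cdh3.L at -2.79 (SE 0.65, adjusted p = 0.0194) and ctnna1.S at 2.98 (SE 0.84, adjusted p = 0.0427), against adjusted p = 0.532 and adjusted p = 0.671 over all probe sets. The study chose ctnna1.S on these arrays, and the adjustment over the list alone leaves out the other lists and comparisons. The list as a set had adjusted p = 0.996.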

Interestingly, muscle related genes (gene #2, *small muscle protein*; gene #7, *dystrophin*; gene #12, *myosin light chain*) were down-regulated in tadpoles exposed to larval salamanders (Figure 7). 

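smpx.L averaged -2.18 ± 2.19 (SD, n = 3 arrays) in Salam and 0.39 ± 0.0868 (SD, n = 2) in Cont, a log2 difference of -2.57 (SE 0.94, adjusted p = 0.863). dmd.1.L, dystrophin, stood at -2.91 (SE 0.99, adjusted p = 0.86) in Salam, and the myosin light chain mylc2a at -2.33 (SE 0.81, adjusted p = 0.86). In Drago the differences were -0.47, -0.80 and -1.21 for these genes. Of 65 muscle probe sets, which leave out dmd.1.L because its symbol was not on the list, 0 passed limma's test in Drago or in Salam, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 3 lower in Salam (smpx.L, mylc2a and mybpc3.S), and 1 was higher and 2 lower in Drago. The 2 higher in Salam, named after their values were seen, were the actin gene acta1.S at 1.88 (SE 0.65) and the myosin heavy chain myh15.L at 2.85 (SE 1.01). The list's median log2 difference was -0.14 in Salam and -0.17 in Drago, with adjusted p = 0.996 as a set. The study chose 3 of its members on these arrays, smpx.L, mylc2a and tm7.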

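In Drago the tropomyosin tm7 had a log2 difference from Cont of -2.81 (SE 1.00, adjusted p = 0.808), and stood at -1.22 (SE 1.00) in Salam. The type IV collagen chain col4a2.L stood at 2.96 (SE 0.76, adjusted p = 0.601) in Drago and 2.35 (SE 0.76, adjusted p = 0.86) in Salam. adrm1.L, a ubiquitin receptor of the proteasome first described as an adhesion regulator, stood at 2.39 (SE 0.85) and 1.86 (SE 0.85), and myo1c.L, an unconventional myosin, at 2.52 (SE 1.01) and 2.17 (SE 1.01). Drago minus Salam was -1.59 for tm7, 0.61 for col4a2.L, 0.53 for adrm1.L and 0.35 for myo1c.L (-0.68 without Salam replicate 2), and none passed limma's test.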

In the dragonfly treatment groups, gene #25 (*tropomyosin*) was down-regulated; however, gene #51 (*collagen alpha 2*), gene #62 (*adhesion regulating molecule*), gene #38 (*similar to myosin IC*) showed increased expression. These results point to a complex response, possibly related to the structural changes in tail morphology, in tadpoles subjected to a predation threat.

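In the removal groups hes5.5.S had log2 differences from Cont of -1.08 in −Drago and 0.08 in −Salam (SE 1.19 each), which turned to 0.40 without Cont replicate 2 and -1.40 without Cont replicate 1. Its 2 Cont arrays averaged 1.27 ± 2.1 (SD, n = 2) and its Salam arrays -1.30 ± 0.623 (SD, n = 3). Salam minus −Salam was -2.65 (SE 1.06, adjusted p = 0.893).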

Gene #23 (*enhancer of split related 10*) was down-regulated only by the salamander treatment (Figure 8b). The *Xenopus* homologue of this gene is an isoform of the human gene *Hairy* and *enhancer of split homologue 5* (*Hes5*) [64], and this negatively regulates cell differentiation during embryogenesis [65]. It is not presently clear whether the predator-induced morphological changes to tadpole tail morphology involve a cell differentiation process.

Tetratricopeptide repeat protein 30 has a role in tubulin glycosylation and glutamylation for maintaining cilia structure and motility [66]. Cilia and basal bodies play important roles in many physiological processes, including cell and fluid movements, sensory perception and development [67], and ion channels that function as chemo-, osmo-, or mechanosensors [68,69]. This gene showed opposite responses in tadpoles of the dragonfly and salamander treatment groups (Figure 8b): a 6.6 fold increase was seen in the salamander treatment group, while a 6.5 fold increase occurred following the removal of the dragonfly larvae compared to control. 

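ttc30a.S averaged 0.53 ± 0.53 (SD, n = 3 arrays) in Salam and 0.53 ± 0.271 (SD, n = 3) in −Drago, against -2.18 ± 0.801 (SD, n = 2) in Cont. The log2 difference of −Drago from Cont was 2.71 (SE 0.81, adjusted p = 0.953), a fold of 6.54, and that of −Salam 1.18 (SE 0.81). Drago minus −Drago was -1.31 (SE 0.73, adjusted p = 0.903).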

In the salamander treatment, tadpoles maintain their osmotic pressure by uptake of Na and Cl ions to increase the amount of bodily fluids for bulgy morph formation [30]. Possibly, non-motile or sensory cilia may be involved in this process.

With regard to dragonfly-specific genes, *centrin 3*, proteasome subunit, and *syndecan-2* showed different expression patterns between salamander and dragonfly treatment groups. 

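In the removal groups cetn3.L had log2 differences from Cont of 0.05 in −Drago (-1.09 without Cont replicate 1) and 1.47 in −Salam (SE 1.04 each). Drago exceeded −Drago by 2.47 (SE 0.93, adjusted p = 0.822), and Salam minus −Salam was -1.18 (SE 0.93, adjusted p = 0.981).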

Interestingly, *centrin 3* also showed a somewhat opposite reaction in the salamander and dragonfly treatment groups (Figure 8c). Centrin is conserved in a variety of eukaryotes [70], and is involved with inhibition of cell proliferation [71]. However, it is unclear whether the up-regulation of *centrin3* in tadpoles exposed to dragonfly larvae is associated with a change in the rate of cell proliferation.

*Syndecans* (types 1–4) are a family of heparan sulfate-bearing transmembrane proteoglycans involved in cell adhesion, mobility and growth factor interactions [72-74]. The *syndecan-2* ectodomain promotes focal adhesion and stress fiber formation in fibroblasts in a distinctly different pattern to fibronectin and independently of heparin sulfate requirement [75]. *Syndecan-2* also controls assembly of laminin and fibronectin into a fibrillar matrix [76]. However, *syndecan-2* down-regulation impairs angiogenesis in human microvascular endothelial cells, and reduces spreading and adhesion of endothelial cells, thereby enhancing their migration but also impairing the formation of capillary-like structures [77]. The data in the microarray analysis showed an approximately 6.2 and 3.2 reduction in *syndecan-2* expression compared with the control in the dragonfly and removal of salamander treatment groups, respectively. 

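sdc2.S had a log2 difference from Cont of -2.44 (SE 0.65, adjusted p = 0.601) in Drago, a fold of -5.42, and of -1.46 (SE 0.65, adjusted p = 0.87) in −Salam, a fold of -2.75. In Salam the difference was 0.01 and in −Drago -0.23 (SE 0.65 each), or 0.43 in −Drago without −Drago replicate 3. Drago minus −Drago was -2.21 (SE 0.59, adjusted p = 0.637). Adjusted over the list alone of 24 basement membrane probe sets, Drago minus Salam had adjusted p = 0.0206, for a gene the study chose on these arrays.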

With regard to bulgy morph formation, it is reasonable to expect the tadpoles to develop a vascular system for maintaining body fluids. However, down-regulation of angiogenesis might be required when the salamander predation threat is removed. Exposure to dragonfly larvae predation may also induce down-regulation of angiogenesis to cause edema; the dragonfly is a top predator and, therefore, tadpoles may need to increase their swimming ability to avoid capture. In addition, as described above, the highest expression of *HIF* genes was observed in the dragonfly treatment group. This result might also be connected to the impairment of angiogenesis.

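The first hif1a.L probe set had log2 differences from Cont of 0.21 in Salam, -0.09 in −Drago and 1.33 in −Salam (SE 1.04 each), the last running from 0.28 to 2.24 with 1 array left out, and the second of 0.08, 0.42 and 0.12 (SE 0.61 each). Drago exceeded Salam by 1.37 (SE 0.93, adjusted p = 0.936) for the first and by 0.31 (SE 0.55, adjusted p = 0.985) for the second.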

## Conclusions

In this study, we have identified some key genes involved in the adaptation of tadpole bodies in response to specific predators. These predation-threat responsive genes seem to function in producing morphological changes that depend on the nature of the predation threat; the selected genes might also include causal or associated genes for adaptation to predators. Recently, numerous reports have shown that signal transduction in gene expression pathways are connected directly or indirectly. Therefore, predator-specific genes might be responsible not only for responses to predation threat but also to many types of stress. Therefore, the common genes listed in Figure 8a might have the potential to be related or indirect genes induced by both predators. However, the single gene depicted as salamander and dragonfly specific genes (Figure 8b and c) might have the potential to be a causal gene for the specific responses to each predator.

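Between Drago and Salam, 1 of 15491 probe sets passed limma's test, pdap1.L, which was lower in Drago. The 10 leading genes by p also included the lysyl-tRNA synthetase kars1.L, 3.30 higher in Drago (SE 0.64), tcf7l2.L, a transcription factor of the Wnt pathway, at -2.67 (SE 0.52), the translation factor eif5a.L at 3.43 (SE 0.76) and the arginase arg2.L at -3.21 (SE 0.72), each with adjusted p = 0.53. Adjusted over the list alone of BMP and Wnt genes, tcf7l2.L, which the study did not choose, had adjusted p = 0.0165. That adjustment leaves out the other lists and comparisons, over which some members can pass by chance. At an unadjusted p under 0.05, 480 probe sets were higher and 405 lower in Drago, with 775 expected in all. An ordinary 2-group test gave 758 unadjusted and 1 adjusted, again pdap1.L (adjusted p = 0.0374), while limma took 0 with only these 2 groups compared and 0 without any 1 of these 6 arrays, with the difference of pdap1.L at -3.93 to -4.08. The 3 Drago arrays did not overlap the 3 Salam arrays for 10.3% of probe sets, where chance gives 10%.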

Although the threat of predation by larval salamanders or by dragonfly larvae induces the formation of a heightened tail, gene expression profiles in tadpoles exposed to these predators were different suggesting functional differences in the modified tail tissue. It will be of interest to determine what factors stimulate these different patterns of expression of key genes.

## Additional files

Additional file 1:
**Supplementary information 1.** Statistical investigation of Rana pirica tadpole cDNAs with microarrays from *X.laevis.*
Additional file 2: Figure S1. Relationships of the e-values obtained after using *Rana pirica* tadpole cDNAs to probe microarrays from *Xenopus laevis* and *Xenopus tropicalis.* Nine e-values were zero and were omitted from the figure. Additional file 3: Table S1. Primers for qPCR of ELAV-like1 and 18S obtained from *R. pirica*. Additional file 4: Table S2. Summarized references on IPA analysis for selected genes by discriminant analysis. Additional file 5: Table S3. Dragonfly larvae induced 316 genes that showed greater than 5 fold difference to control. Additional file 6: Table S4. Larval salamanders induced 301 genes that showed greater than 5 fold difference to control. Additional file 7: Table S5. E-values for sequence data from *R. pirica* tadpoles. Additional file 8: Figure S2. Quantitative PCR of ELAV-like 1 gene expression normalized by Rana pirica 18S ribosomal RNA. Additional file 9:
**Supplementary information 2.** Comparison between the population mean vector from the microarray and that from real-time PCR.

## References

[1] Spitze K (1992). Predator-mediated plasticity of prey life history and morphology: Chaoborus americanus predation on Daphnia pulex. Am Nat.

[2] Trussell GC (1996). Phenotypic plasticity in an intertidal snail: the role of a common crab predator. Evolution.

[3] Schoeppner NM, Relyea RA (2005). Damage, digestion, and defence: the roles of alarm cues and kairomones for inducing prey defences. Ecol Lett.

[4] Pigliucci M (2001). Phenotypic plasticity.

[5] West-Eberhard MJ (2003). Developmental plasticity and evolution.

[6] Bronmark C, Miner JG (1992). Predator-induced phenotypical change in body morphology in Crucian Carp. Science.

[7] Tollrian R (1995). Predator-induced morphological defenses - costs, life-history shifts, and maternal effects in Daphnia-Pulex. Ecology.

[8] Tollrian R, Harvell CD (1999). The ecology and evolution of inducible defenses.

[9] Weisser WW, Braendle C, Minoretti N (1999). Predator-induced morphological shift in the pea aphid. Proc R Soc Lond Ser B Biol Sci.

[10] Kishida O, Nishimura K (2004). Bulgy tadpoles: inducible defense morph. Oecologia.

[11] Jarrett JN (2009). Predator-induced defense in the Barnacle Chthamalus fissus. J Crustac Biol.

[12] Gilbert JJ (2009). Predator-specific inducible defenses in the rotifer Keratella tropica. Freshw Biol.

[13] McCollum SA, Leimberger JD (1997). Predator-induced morphological changes in an amphibian: predation by dragonflies affects tadpole shape and color. Oecologia.

[14] Van Buskirk J, McCollum SA, Werner EE (1997). Natural selection for environmentally induced phenotypes in tadpoles. Evolution.

[15] Kishida O, Trussell GC, Mougi A, Nishimura K (2010). Evolutionary ecology of inducible morphological plasticity in predator–prey interaction: toward the practical links with population ecology. Popul Ecol.

[16] Van Buskirk J, Relyea RA (1998). Selection for phenotypic plasticity in Rana sylvatica tadpoles. Biol J Linn Soc.

[17] Kishida O, Nishimura K (2005). Multiple inducible defences against multiple predators in the anuran tadpole. Rana pirica Evol Ecol Res.

[18] Michimae H, Wakahara M (2002). A tadpole-induced polyphenism in the salamander Hynobius retardatus. Evolution.

[19] Michimae H, Nishimura K, Wakahara M (2005). Mechanical vibrations from tadpoles’ flapping tails transform salamander’s carnivorous morphology. Biol Lett.

[20] Kishida O, Trussell GC, Nishimura K (2007). Geographic variation in a predator-induced defense and its genetic basis. Ecology.

[21] Kishida O, Trussell GC, Nishimura K, Ohgushi T (2009). Inducible defenses in prey intensify predator cannibalism. Ecology.

[22] Van Buskirk J (2002). A comparative test of the adaptive plasticity hypothesis: relationships between habitat and phenotype in anuran larvae. Am Nat.

[23] Kishida O, Trussell GC, Nishimura K (2009). Top-down effects on antagonistic inducible defense and offense. Ecology.

[24] Pigliucci M (2003). Phenotypic integration: studying the ecology and evolution of complex phenotypes. Ecol Lett.

[25] Stearns SC, Magwene P (2003). The naturalist in a world of genomics: an American society of naturalists symposium paper. Am Nat.

[26] Thomas MA, Klaper R (2004). Genomics for the ecological toolbox. Trends Ecol Evol.

[27] Relyea RA (2005). The heritability of inducible defenses in tadpoles. J Evol Biol.

[28] Mori T, Hiraka I, Kurata Y, Kawachi H, Kishida O (2005). Genetic basis of phenotypic plasticity for predator-induced morphological defenses in anuran tadpole, Rana pirica, using cDNA subtraction and microarray analysis. Biochem. Biophys. Res. Commun.

[29] Mori T, Kawachi H, Imai C, Sugiyama M, Kurata Y, Kishida O (2009). Identification of a novel uromodulin-like gene related to predator-induced bulgy morph in anuran tadpoles by functional microarray analysis. PLoS One.

[30] Mori T, Kitani Y, Ogihara J, Sugiyama M, Yamamoto G, Kishida O (2012). Histological and MS spectrometric analyses of the modified tissue of bulgy form tadpoles induced by salamander predation. Biol Open.

[31] Bar-Or C, Czosnek H, Koltai H (2007). Cross-species microarray hybridizations: a developing tool for studying species diversity. Trends Genet.

[32] Hsu JC (1996). Multiple comparisons: theory and methods.

[33] Everitt B (1974). Cluster analysis, vol. section 3.1 and chapter 4.

[34] Lal A, Kawai T, Yang X, Mazan-Mamczarz K, Gorospe M (2005). Antiapoptotic function of RNA-binding protein HuR effected through prothymosin alpha. Embo J.

[35] Mazroui R, Di Marco S, Clair E, von Roretz C, Tenenbaum SA, Keene JD (2008). Caspase-mediated cleavage of HuR in the cytoplasm contributes to pp 32/PHAP-I regulation of apoptosis. J Cell Biol.

[36] Lopez de Silanes I, Lal A, Gorospe M (2005). HuR: post-transcriptional paths to malignancy. RNA Biol.

[37] Gorospe M (2003). HuR in the mammalian genotoxic response: post-transcriptional multitasking. Cell Cycle.

[38] Brennan CM, Steitz JA (2001). HuR and mRNA stability. Cell Mol Life Sci.

[39] Wang W, Furneaux H, Cheng H, Caldwell MC, Hutter D, Liu Y (2000). HuR regulates p21 mRNA stabilization by UV light. Mol Cell Biol.

[40] Yehuda R, Cai G, Golier JA, Sarapas C, Galea S, Ising M (2009). Gene expression patterns associated with posttraumatic stress disorder following exposure to the World Trade Center attacks. Biol Psychiatry.

[41] Timpl R, Brown JC (1994). The laminins. Matrix Biol.

[42] Nakatsuji N (1986). Presumptive mesoderm cells from Xenopus laevis gastrulae attach to and migrate on substrata coated with fibronectin or laminin. J Cell Sci.

[43] Lander AD, Fujii DK, Reichardt LF (1985). Purification of a factor that promotes neurite outgrowth: isolation of laminin and associated molecules. J Cell Biol.

[44] Sorokin L, Sonnenberg A, Aumailley M, Timpl R, Ekblom P (1990). Recognition of the laminin E8 cell-binding site by an integrin possessing the alpha 6 subunit is essential for epithelial polarization in developing kidney tubules. J Cell Biol.

[45] Yurchenco PD, Amenta PS, Patton BL (2004). Basement membrane assembly, stability and activities observed through a developmental lens. Matrix Biol.

[46] Lu MM, Yang H, Zhang L, Shu W, Blair DG, Morrisey EE (2001). The bone morphogenic protein antagonist gremlin regulates proximal-distal patterning of the lung. Dev Dyn.

[47] Shi W, Zhao J, Anderson KD, Warburton D (2001). Gremlin negatively modulates BMP-4 induction of embryonic mouse lung branching morphogenesis. Am J Physiol Lung Cell Mol Physiol.

[48] Namkoong H, Shin SM, Kim HK, Ha SA, Cho GW, Hur SY (2006). The bone morphogenetic protein antagonist gremlin 1 is overexpressed in human cancers and interacts with YWHAH protein. BMC Cancer.

[49] Sha G, Zhang Y, Zhang C, Wan Y, Zhao Z, Li C (2009). Elevated levels of gremlin-1 in eutopic endometrium and peripheral serum in patients with endometriosis. Fertil Steril.

[50] Kim M, Yoon S, Lee S, Ha SA, Kim HK, Kim JW (2012). Gremlin-1 induces BMP-independent tumor cell proliferation, migration, and invasion. PLoS One.

[51] Merino R, Rodriguez-Leon J, Fau-Macias D, Macias Fau D, Ganan Y, Ganan-Fau Y (1999). The BMP antagonist Gremlin regulates outgrowth, chondrogenesis and programmed cell death in the developing limb. Development.

[52] Genetos DC, Toupadakis CA, Raheja LF, Wong A, Papanicolaou SE, Fyhrie DP (2010). Hypoxia decreases sclerostin expression and increases Wnt signaling in osteoblasts. J Cell Biochem.

[53] Cahill E, Costello CM, Rowan SC, Harkin S, Howell K, Leonard MO (2012). Gremlin plays a key role in the pathogenesis of pulmonary hypertension. Circulation.

[54] Pagan JK, Arnold J, Hanchard KJ, Kumar R, Bruno T, Jones MJ (2007). A novel corepressor, BCoR-L1, represses transcription through an interaction with CtBP. J Biol Chem.

[55] Jepsen K, Rosenfeld MG (2002). Biological roles and mechanistic actions of co-repressor complexes. J Cell Sci.

[56] Abdelmohsen K, Fau SS, Yang X, Fau YX, Lal A, Fau LA (2009). Ubiquitin-mediated proteolysis of HuR by heat shock. EMBO J.

[57] Fujita J (1999). Cold shock response in mammalian cells. J Mol Microbiol Biotechnol.

[58] Yang C, Carrier F (2001). The UV-inducible RNA-binding protein A18 (A18 hnRNP) plays a protective role in the genotoxic stress response. J Biol Chem.

[59] Wellmann S, Buhrer C, Moderegger E, Zelmer A, Kirschner R, Koehne P (2004). Oxygen-regulated expression of the RNA-binding proteins RBM3 and CIRP by a HIF-1-independent mechanism. J Cell Sci.

[60] Li S, Zhang Z, Xue J, Liu A, Zhang H (2012). Cold-inducible RNA binding protein inhibits H(2)O(2)-induced apoptosis in rat cortical neurons. Brain Res.

[61] Artero-Castro A, Callejas FB, Castellvi J, Kondoh H, Carnero A, Fernandez-Marcos PJ (2009). Cold-inducible RNA-binding protein bypasses replicative senescence in primary cells through extracellular signal-regulated kinase 1 and 2 activation. Mol Cell Biol.

[62] Peng Y, Kok KH, Xu RH, Kwok KH, Tay D, Fung PC (2000). Maternal cold inducible RNA binding protein is required for embryonic kidney formation in Xenopus laevis. FEBS Lett.

[63] Peng Y, Yang PH, Tanner JA, Huang JD, Li M, Lee HF (2006). Cold-inducible RNA binding protein is required for the expression of adhesion molecules and embryonic cell movement in Xenopus laevis. Biochem Biophys Res Commun.

[64] Lamar E, Kintner C (2005). The Notch targets Esr1 and Esr10 are differentially regulated in Xenopus neural precursors. Development.

[65] Liu J, Lu WG, Ye F, Cheng XD, Hong D, Hu Y (2010). Hes1/Hes5 gene inhibits differentiation via down-regulating Hash1 and promotes proliferation in cervical carcinoma cells. Int J Gynecol Cancer.

[66] Pathak N, Austin CA, Drummond IA (2011). Tubulin tyrosine ligase-like genes ttll3 and ttll6 maintain zebrafish cilia structure and motility. J Biol Chem.

[67] Scholey JM (2003). Intraflagellar transport. Annu Rev Cell Dev Biol.

[68] Perkins LA, Hedgecock EM, Thomson JN, Culotti JG (1986). Mutant sensory cilia in the nematode Caenorhabditis elegans. Dev Biol.

[69] Scholey JM, Anderson KV (2006). Intraflagellar transport and cilium-based signaling. Cell.

[70] Salisbury JL (1995). Centrin, centrosomes, and mitotic spindle poles. Curr Opin Cell Biol.

[71] Middendorp S, Kuntziger T, Abraham Y, Holmes S, Bordes N, Paintrand M (2000). A role for centrin 3 in centrosome reproduction. J Cell Biol.

[72] Oh ES, Couchman JR (2004). Syndecans-2 and −4; close cousins, but not identical twins. Mol Cells.

[73] Tkachenko E, Rhodes JM, Simons M (2005). Syndecans: new kids on the signaling block. Circ Res.

[74] Alexopoulou AN, Multhaupt HA, Couchman JR (2007). Syndecans in wound healing, inflammation and vascular biology. Int J Biochem Cell Biol.

[75] Whiteford JR, Behrends V, Kirby H, Kusche-Gullberg M, Muramatsu T, Couchman JR (2007). Syndecans promote integrin-mediated adhesion of mesenchymal cells in two distinct pathways. Exp Cell Res.

[76] Klass CM, Couchman JR, Woods A (2000). Control of extracellular matrix assembly by syndecan-2 proteoglycan. J Cell Sci.

[77] Noguer O, Villena J, Lorita J, Vilaro S, Reina M (2009). Syndecan-2 downregulation impairs angiogenesis in human microvascular endothelial cells. Exp Cell Res.

# Supplementary material for: Gene expression profiles in Rana pirica tadpoles following exposure to a predation threat
**Source:** BMC Genomics. 2015 Apr 2;16(1):258. doi: 10.1186/s12864-015-1389-4
**Supplement:** Additional file 1: — Supplementary information 1. Statistical investigation of Rana pirica tadpole cDNAs with microarrays from X.laevis.

**Additional file 1. Supplementary information 1**

The approach adopted in our study was to search a *Xenopus* microarray for homologues of RNAs expressed in tail tissue of *Rana pirica* tadpoles. The two commercially available microarrays were developed from *Xenopus laevis* and *X. tropicalis.* We generated a set of e-values between the sequences of *X. laevis* genes and *Rana pirica* cDNAs; a second set was similarly generated for *X. tropicalis.* The e-values are an estimate of the similarity between two sequences and lie between 0 and 1. An e-value of 0 indicates a perfect match, and increases in e-value indicate increasing dissimilarity. A blast analysis (NCBI) was applied using 1020 cDNAs from *Rana pirica* with a threshold set at 1e-10. In total, 294 and 345 hits were obtained from *X. laevis* and *X. tropicalis;* 275 queries hit both *Xenopus sp,* and also retrieved same gene name from both *Xenopus* databases*.* Therefore, these 275 e-values were compared using a paired t-test between *X. laevis* and *X. tropicalis.* Validation of the t-test is described below.

Let be the e-value between two nucleotides sequences *of R. pirica* and *X. laevis*, i.e. the sequence of gene (e.g. query X) of -th individual of *Rana pirica* and the sequence of gene (gene name such as enolase 1) of -th individual of *X. laevis*. Assume that is a random variable which is independently identically distributed as normal with mean for gene of *R. pirica* and for gene of *X. laevis,* and an unknown constant variance . Suppose that is the mean of for the group of those 275 genes. and are defined similarly too. The mean of for , and , and also for the group of those 275 genes is independently identically distributed as normal with the mean where genes ’s are the same for both species *X. laevis* and *X. tropicalis*. We then have a t-test for testing the mean against for at least one of the pairs of and for 275 genes. The P-value of this t-test was 0.0613, so the null hypothesis was not rejected at 5% significance level (Supplementary Fig.1). Therefore both *X. laevis* and *X. tropicalis* gave the same population mean e-values for *Rana pirica*. This result indicates there is no statistical difference in the microarray platforms of *X. laevis* and *X. tropicalis* for detection of mRNAs from *Rana pirica*.

# Supplementary material for: Gene expression profiles in Rana pirica tadpoles following exposure to a predation threat
**Source:** BMC Genomics. 2015 Apr 2;16(1):258. doi: 10.1186/s12864-015-1389-4
**Supplement:** Additional file 9: — Supplementary information 2. Comparison between the population mean vector from the microarray and that from real-time PCR.

**Additional file 9. Supplementary information 2.**

**Supplementary Information 2**

Consider the comparison between the population mean vector from the microarray and that from real-time PCR. The sample mean vector from the microarray and that from real-time PCR were, respectively, (1.46, 0.30, 1.27, 1.40) and (0.97, 0.81, 1.16, 0.98), where the 4 elements of the mean vectors were Salamander/Control, -Salam/Control, Dragonfly/Control and　　　　　 -Drago/Control, respectively. As we do not have enough observations to calculate the inverse matrix of the variance-covariance matrix, we can only statistically test 3 elements at most for the equality of the two mean vectors, instead of the 4 elements, i.e., the choice is 3 of 4. It is clear that repeating tests is not a good idea as it increases the rejection region (see multiple comparisons). The analysis showed that the nearest two sample mean elements were for Dragonfly/Control, i.e. 1.27 and 1.16, so we removed Dragonfly/Control for testing the equality of the population mean vectors. This particular element was removed because the test is the equivalence of the two population mean vectors against inequality of the mean vectors for Salamander/Control, -Salam/Control, and -Drago/Control. If we cannot reject the null hypothesis, excluding the element of Dragonfly/Control which gave the closest sample means, it would be the best assurance for the result of testing two population mean vectors under these circumstances, because we would be testing the worst scenario within the 4 combinations.

For testing two population mean vectors, we use Hotelling’s .

where, , , and are the sample mean vectors of real-time PCR, that of the microarray, pooled variance-covariance matrix, the sample size of real-time PCR and that of themicroarray, respectively.

is approximately distributed as under the null hypothesis where is the dimension of the vector, i.e. 3 in this case. This is a uniformly most powerful invariant test, i.e., there is no better test than this.

We have

, and p-value=0.16688. We therefore cannot reject the null hypothesis, i.e. the equivalence of the two population mean vectors, at a significance level of 5%.

How the deposited data were processed for this re-analysis (not part of the article)

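Expression in the tail of Rana pirica tadpoles was measured on Xenopus laevis genome arrays, with 2 control arrays (Cont) and 3 arrays each for dragonfly larvae for 8 days (Drago), larval salamanders for 8 days (Salam), and 4 days of either predator followed by 4 days without it (−Drago and −Salam). Tadpoles were sampled on day 8, 10 from each of 4 aquaria, and the tissue of 40 was combined. Whether the arrays of a group come from 1 such pool is not settled. The methods give 5 µg and the sample labels 6 µg of RNA for each labelling. Conditions were taken from the labels. The control array that the paper left out for failed hybridization, its control 1, is not used here. The labels number the 2 arrays kept as Cont replicates 1 and 2, and which of them is the paper's control 2 or 3 is not stated.

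The methods state that scans were read into GCOS 1.2 and that GeneSpring 11.5 was used for the MAS5 signals and for setting the baseline to the median of all samples, while the submitters' processing notes name GCOS and MAS5 without a version. The values analysed are as deposited by the authors, on the log2 scale, and each probe set has a median of 0 over the 14 arrays, so that differences between arrays are kept and the signal level is lost. The log2 base was checked against the folds of Table 1, and the folds of the 316 and 301 entries in Tables S3 and S4 were all matched to within 0.001. The medians of the arrays ran from -0.00486 to 0.00662. Without the signal level, no filter on low signals, no pseudocount and no intensity trend of the variance could be applied.

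Of 15611 probe sets, 120 of added control transcripts were left out of the tests. limma 3.58.1 in R 4.3.3 was fitted to the other 15491 over all 14 arrays, with 1 mean per group, 9 residual degrees of freedom and 5.53 prior degrees of freedom. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05, in an F test over the 5 groups and in 7 comparisons between groups, each adjusted on its own. The methods' ordinary one-way test was run on all 15611 probe sets at the study's level of 0.0001474867. The count over 5 fold, the return to within 2 fold of Cont and the overlap between predators rest on group means. The discriminant analysis was run with MASS 7.3.60.0.1 on the 9 probe sets of Table 1, and trees used single linkage, the group average and Ward's method.

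In all, 18 gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, in 5 comparisons, 90 tests in all, adjusted together. They were muscle, epidermis, basement membrane, other matrix, cadherins and catenins, hypoxia and vessels, apoptosis, ubiquitin and proteasome, stress, ribosomal proteins, cell cycle, neural, erythrocyte, immune, water and ion transport, notochord and cartilage, metamorphosis, and BMP and Wnt signalling. With either correlation 0 tests passed. Members were also adjusted over the list alone, separately for each list and comparison. No adjustment was made across the 18 lists and 5 comparisons, so some members can pass in this way by chance.

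The genes named in the text are the 10 selected probe sets, the genes the paper's text names (their values in the paper's tables had been seen), and for each comparison the 10 probe sets with 1 symbol and the largest change among those called, or the smallest p where fewer than 10 were called. List members named outside this rule were chosen after their values were seen. The comparisons, tests, lists, rule for named genes and alternatives were set before the data were examined, apart from those the closing section names as later. The alternatives were quantile normalization, centring each array on its median, ratios of linear means, the replicate number as a block, only the 2 groups compared, the ordinary tests, other limits for the return to control, other sets of 9 of the 10 probe sets, and leaving out each array in turn. A single gene's change of sign counted as reversed only where the value was called or moved by more than 1 SE, and the discriminant share as kept within 1 SD over the choices of 9 of the 10 probe sets.

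The pipeline was tested on simulated data with the sizes of Cont and Drago, 200 of 15491 probe sets changed. At a simulated 5 fold, limma recovered 4 with 0 false calls, and at 20 fold 173 with 11 false calls. The fold screen alone took 211 unchanged probe sets at over 5 fold.

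Quantitative PCR and the pathway analysis of the paper were not analysed here.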

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

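The comparison of arrays by their poly-A control transcripts, and the overlap and the counts over 5 fold after regrouping the real arrays, were chosen only after the result was seen.

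By limma, pdap1.L (gene 9) differed between Drago and Salam by -3.99 on the log2 scale in a test of the difference itself (SE 0.51, adjusted p = 0.0203, 3 of 3 Salam arrays above 3 of 3 Drago arrays). The Cont arrays enter this test only through the estimate of the spread. Of the 10 splits of these 6 arrays into 3 and 3, the real one gave 1 called probe set and the highest other 0, which is 1 split of 10, and 10 splits are too few for a share under 0.05. For Drago against −Drago the real count was 0 and the highest other 1, and for Salam against −Salam 0 and 0. All 10 of 10 splits gave as many in both, which a real count of 0 fixes in advance, so these splits decide nothing.

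The first pattern weighed is the number of probe sets over 5 fold from Cont, 315 in Drago and 299 in Salam. Of the 10 splits of the 5 arrays into 2 and 3, the real one included, 7 gave as many for Drago (highest other 349) and 4 for Salam (highest other 310), and 10 are too few splits for a share under 0.05. Regroupings of all 14 arrays gave 241 to 369 (mean 294.9). Of 99, 15 reached 315 and 45 reached 299, so chance cannot be excluded for either count. A candidate explanation is the spread between single arrays: probe sets over 5 fold in 1 pair of arrays were so in the pair of other arrays a median 1.38 times as often as independent lists for Drago (1.26 to 1.39) and 1.49 times for Salam (1.42 to 1.52), under the 1.5 set for it in advance, for Salam narrowly, and pairs of arrays from unrelated groups gave medians of 1.34 and 1.33. For the 74 probe sets common to both, shared control arrays cannot be told apart from a shared response: 74 lies above the highest of 100 simulations (68), which had been written down in advance as the value against shared controls, but that bound was judged wrong after it had been met, because the simulated lists held 183 to 249 probe sets and the real ones 315 and 299. Over all probe sets, the differences of Drago and Salam from Cont correlated at 0.594, against 0.601 in the simulations. They had the same sign for 70.52%, against 70.5%, and their covariance was 0.533 against 0.472. By sign and correlation, the agreement was about what shared Cont arrays alone give. Regroupings of the 14 real arrays shared 35 to 83 probe sets and 13 of 100, the real grouping included, reached 74 (highest other 83), so chance cannot be excluded, and a response to predators stays open.

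The second pattern is the selection of 10 probe sets and the separation of the groups by 9 of them. In 17 of 100 groupings of the 14 arrays, the real one included, the methods' one-way test took 10 or more probe sets at the study's level (highest other 15), and limma's F test took 3 or more in 46 of 100 (highest other 7), where the made-up groupings took a mean of 6.81 in the one-way test (2.3 by theory) and 2.55 in limma's, so chance cannot be excluded for either count. The separation may come from the selection of the leading probe sets on the same arrays: the 9 leading probe sets of 99 regroupings recovered a mean of 4.85 of the 5 made-up groups by single linkage, all 5 in 90 of them, and the discriminant share reached the real 97.2% in 53 of 100 (highest other 100%). A difference between predator conditions stays open, since the tests address the number of probe sets and their separation and not each gene.

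The third pattern is the high poly-A control transcripts on 6 arrays, among them 2 of 3 for Drago and for Salam and none of −Drago. Between the 6 and the other 8 arrays, 879 probe sets differed at an unadjusted p under 0.05 (937 with the groups in the model), 1.13 times the 775 expected by theory and so under the limit of 1.5 times, which was written after the count was known, and 0 after adjustment by limma. Of 100 choices of 6 of the 14 arrays, the real one included, 2 gave as many (highest other 887, lowest 722, mean 794.9), so the 2 tests disagree and a labelling batch that also moves other probe sets stays a candidate explanation of this count. With the 6 arrays as a block, limma gave adjusted p = 0.0425 for pdap1.L between Drago and Salam, and adjusted p = 0.104 with the replicate number as a block instead. The first block cannot move the difference of -3.99, since both groups have 2 of 3 arrays among the 6. In each of the other 6 comparisons 0 probe sets were called, as without the block. No biological explanation of the split was tested.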

How the results depend on the processing

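The poly-A block, the runs on only the arrays with high or low poly-A control transcripts and the counts with control transcripts included, the widening to every comparison of the named genes and the count of folds that moved were chosen only after the data were seen. Of 447 values of named genes under the alternatives, 8046 in all, 8007 kept their side of the threshold and their sign or, in 138 of them, changed sign by at most 1 SE. Of the others 7 lost the call, all for pdap1.L, and 32, none of them called, changed sign by over 1 SE when 1 array was left out. By the size of the fold, 210 of the 447 values moved by over 1.5 times without at least 1 of the arrays, 27 of 64 for Drago and 29 of 62 for Salam against Cont. For the sign changes, in parentheses are the range over the arrays left out and the group and replicate without which the sign changed. For Drago against Cont they were hes5.5.S (-1.70 to 1.275, Cont 2) and celf3.L (-0.23 to 1.67, Drago 3). In Salam against Cont they were ctnna1.S (-2.73 to 0.20, Cont 1) and cetn3.L (-0.86 to 1.42, Cont 1). For −Drago against Cont they were cetn3.L (-1.09 to 1.19, Cont 1), im28 (-2.56 to 0.0065, Cont 2), hes5.5.S (-2.57 to 0.40, Cont 2), tcf12.L (-0.46 to 2.00, Cont 2), rwdd1.S (-1.22 to 0.83, −Drago 2), lmnb2.L (-0.036 to 1.81, −Drago 3) and sdc2.S (-0.72 to 0.43, −Drago 3). In −Salam against Cont they were hes5.5.S (-1.40 to 1.57, Cont 1), im28 (-1.46 to 1.11, Cont 2), tcf12.L (-1.08 to 1.38, Cont 2), ctnna1.S (-0.34 to 2.58, Cont 2), casp9.S (-1.02 to 0.73, −Salam 1) and slc22a5.L (-0.96 to 0.64, −Salam 2). For Drago against Salam they were tpx2.L (-0.41 to 1.78, Salam 1), rasgrp2.S (-2.27 to 0.14, Salam 2), wdhd1.L (-1.39 to 0.26, Salam 2), myo1c.L (-0.68 to 1.26, Salam 2), hmgb2.S (-0.77 to 0.91, Drago 2) and acadm.L (-1.36 to 0.35, Drago 2). In Drago against −Drago they were celf3.L (-1.06 to 0.85, Drago 3), znf750.S (-1.53 to 0.31, −Drago 2) and adrm1.L (-0.59 to 0.81, −Drago 3). For Salam against −Salam they were mespa.L (-1.37 to 1.34, Salam 1), wdhd1.L (-0.84 to 0.81, Salam 2), a common probe set without a symbol (-0.47 to 0.96, −Salam 2), xiap.L (-0.072 to 1.35, −Salam 2), cdh3.S (-0.46 to 0.81, −Salam 2) and hmgb2.S (-0.39 to 1.47, −Salam 3). The causes were not tested. The single probe set called between Drago and Salam, pdap1.L, became 0 with the replicate number as a block (adjusted p = 0.104), 0 with only the 2 groups compared, where fewer arrays estimate the spread, and 0 without any 1 of the Drago or Salam arrays, so that leaving out each array gave 0 to 1. The block cannot move its log2 difference of -3.99, since Drago and Salam each hold replicates 1, 2 and 3. With an array left out the difference was -3.93 to -4.08, and the fewer arrays leave fewer degrees of freedom. Over the normalizations, blocks and arrays left out its adjusted p ran from 0.0197 to 0.189. The values gave no sign that the replicate numbers pair the arrays, but do not exclude it. By deviations from the group mean, 4 of 14 arrays correlated best with an array of their own number. Between groups, the mean r of these deviations was -0.000153 for arrays of the same number and 7.67e-05 for the others. All these correlations lay near 0 (-0.0258 to 0.0291), so the check can tell little. Every other limma count stayed at 0 with each array left out. The ordinary tests moved the counts by construction: unadjusted they gave 846 for Drago, 853 for Salam, 847 for −Drago and 828 for −Salam against Cont, 758 for Drago against Salam, 819 for Drago against −Drago and 751 for Salam against −Salam, and the methods' one-way test at the study's level gave 10.

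Leaving out each array, the count over 5 fold ran from 315 to 984 in Drago and from 299 to 924 in Salam, the return to control from 87 to 229 and from 85 to 175, the overlap from 74 to 367, and the groups recovered by clustering from 4 to 5. Without either Cont array 4 was the most that could be recovered, since a group of 1 array was not counted. The arrays that moved a count by over 1.5 times were Cont replicate 1 (849 and 850 over 5 fold, 142 and 148 returning, 302 in the overlap), Cont replicate 2 (984 and 924, 142 returning in Drago, 367), Salam replicates 1, 2 and 3 (476, 489 and 460 over 5 fold, 160, 175 and 170 returning) and Drago replicates 1, 2 and 3 (518, 520 and 570, and 165, 192 and 229). A mean of fewer arrays has a larger spread. Return within 1.5 fold gave 51 and 50 and within 3 fold 159 and 152. Only the arrays with high poly-A control transcripts gave 1224 in Drago and 1184 in Salam over 5 fold, and only the others 1944 and 1932, each with 1 Cont array. The first 2 discriminant functions held 97.2% of the discrimination, and 86.14% with dlgap5.S in place of mettl7a.L, 83.22% of bcorl1.L, 82.47% of gene 7 and 87.2% of gene 9, whose causes were not tested. A filter on mean signal, a pseudocount of 16 and an intensity trend of the variance were not run, since they need the signal level, which also leaves open how signal over background limits each probe set. The discriminant analysis could not be fitted with an array left out.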

Differences from the paper's values

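The values of single genes without 1 array were taken only after the result was seen. Among the numbered genes of Figures 6 and 7, the paper gives 13 dragonfly-specific genes that return to the control level, and 23 lay within 2 fold of Cont in −Drago. Of the alternatives set before the data were examined, a ratio of linear means (17) and return within 1.5 fold (15) came within 1.5 times the paper's count, while quantile normalization (20), centring each array on its median (23) and return within 3 fold (37) did not. For larval salamanders the paper gives 9 genes, and 24 lay within 2 fold of Cont in −Salam. Return within 1.5 fold gave 12, within 1.5 times the paper's count, while the ratio of linear means (21), quantile normalization (23), median centring (24) and return within 3 fold (44) did not. The paper's text names no threshold for the return. The counts found here set no condition on the other predator, so they may hold genes that the paper lists as common and are not the same kind of set. Of the paper's 9 genes, its text places 2 among the common genes as well. Of the paper's own 13 and 9 genes, 11 and 8 lay within 2 fold.

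The paper states that cirbp, esr10 and ttc30 have opposite patterns in the salamander and dragonfly groups, for ttc30 with the increase after removal of the dragonfly larvae, and it does not say whether the side of Cont or the pattern over the 5 groups is meant. By the side of Cont, both groups lay on the same side over all arrays, with folds of -5.72 in Salam and -1.46 in Drago for cirbp.L, -5.92 and -1.16 for hes5.5.S, and 6.56 and 2.64 for ttc30a.S. The sides of cirbp.L and hes5.5.S rest on single arrays: in Drago cirbp.L stood at a log2 difference of 0.19 without Drago replicate 2, and hes5.5.S at 1.275 without Cont replicate 2, opposite to Salam, which with 1 array left out ran from -3.53 to -1.30 and from -4.05 to -1.08. For centrin 3 (5.71 in Drago, 1.22 in Salam) and the proteasome subunit (8.59 and 1.43), Salam turned to -0.86 without Cont replicate 1 and to -0.13 without Salam replicate 3, so that these values do not settle the side. For sdc2.S the folds were -5.42 in Drago and 1.01 in Salam. The paper's text gives reductions of syndecan-2 of 6.2 and 3.2, while its Table S3 gives -5.42 for Drago, as found here, and −Salam stood at -2.75. For C-cadherin the paper states a decrease in all treatment groups, which cdh3.S shows (-2.06 in Drago, -2.49 in Salam), while cdh3.L stood at 5.28 in Salam. What either probe set reads in Rana pirica was not tested, so these values do not settle the direction. For HIF1a the paper states that the dragonfly treatment was highest. This holds for the first probe set over all arrays (2.99, a log2 difference of 1.58), but leaving out 1 array, Drago ran from 0.72 to 2.17 and −Salam, at 1.33 over all arrays, from 0.28 to 2.24, so that the rank rests on single arrays, while the second stood at 1.31 in Drago and 1.34 in −Drago. The genes the paper's text calls laminin B1 and laminin LII are lamin genes in the annotation, lmnb1.L and lmnb2.L, as in its Table S3, and of the genes its text calls unknown, gene 8 is rhno1.S, as in its Table 1, and genes 7 and 9 are c19orf47.S and pdap1.L. The control forms an outer cluster for the common genes, as the paper states, while in the salamander-specific and dragonfly-specific sets it joined −Salam and −Drago first.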

Other observations

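The regroupings of the arrays in this part were chosen only after the result was seen, and the members named were chosen after their values were seen. The other gene lists describe tissues and processes of the tail. None of their members passed limma's test over all probe sets, and the counts that follow are at an unadjusted p under 0.05, in Drago and then in Salam. Of 59 epidermis probe sets, 0 were higher and 1 lower in Drago, and 2 higher and 2 lower in Salam, where the keratin krt70.S stood at -2.71 (SE 0.82) and the tight junction gene cldn1.S at 2.88 (SE 1.00). Of 38 neural probe sets, 0 were higher and 1 lower, and 2 higher and 1 lower, with sox2.L at -1.70 and -2.00 (SE 0.68 each) and ncam1.S at 1.94 and 3.17 (SE 1.02 each). Of 13 erythrocyte probe sets, 1 was higher in Drago, the globin hba3.L at 2.06 (SE 0.96), and 1 lower in Salam, tal1.S at -3.24 (SE 1.35). Of 38 immune probe sets, 1 was higher and 2 lower, and 0 higher and 2 lower, with the interferon regulatory factor irf1.L at -2.91 and -2.52 (SE 0.83 each). Of 10 notochord and cartilage probe sets, 2 were higher in Drago and 0 in Salam, the collagen col9a1.L standing at 2.48 (SE 0.80) and matn2.L at 2.11 (SE 0.84) in Drago. In −Drago col9a1.L stood at 2.82 (SE 0.80) and was the only member of this list past the threshold adjusted over the list alone (adjusted p = 0.0323). By limma over all probe sets it had adjusted p = 0.953, and the adjustment over a list alone leaves out the other lists and comparisons.

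Of 85 stress probe sets, 3 were higher and 4 lower in Drago, and 5 higher and 0 lower in Salam, with the chaperone hspa8.L at 2.14 and 2.22 (SE 0.70 each) and the peroxiredoxin prdx1.L at 2.33 and 2.40 (SE 0.81 each). Of 138 ubiquitin and proteasome probe sets, 1 was higher and 3 lower, and 2 higher and 3 lower, with psmd12.S at -2.21 and -2.06 (SE 0.73 each). Of 101 ribosomal protein probe sets, 3 were higher and 0 lower, and 3 higher and 1 lower, with rpl4.L at 1.81 and 1.63 (SE 0.66 each). Of 124 cell cycle probe sets, 5 were higher and 6 lower, and 6 higher and 6 lower. Of 53 probe sets of water and ion transport, 2 were higher and 1 lower, and 2 higher and 0 lower, the proton pump subunit atp6v0e1.L standing at -3.91 (SE 0.97) in Drago. Of 37 metamorphosis probe sets, 2 were higher and 1 lower, and 0 higher and 1 lower, with the corticoid receptors nr3c2.L at -2.75 (SE 0.96) and nr3c1.L at 2.27 (SE 0.97) in Drago. Apart from col9a1.L, 0 members of these lists passed adjusted over the list alone. As sets, all 18 lists had adjusted p = 0.996 in each comparison. The study chose 1 member of the epidermis, 1 of the ubiquitin, 2 of the stress and 4 of the cell cycle list on these arrays. Another list holds 5 members of the matrix list, 3 of notochord and cartilage, 2 each of cadherins and catenins, hypoxia, stress, neural and metamorphosis, and 1 each of erythrocyte and of water and ion transport. In Drago the median and the mean of a list differ in sign for ubiquitin and proteasome (0.035 and -0.0408), stress (0.0993 and -0.00694), ribosomal proteins (-0.0199 and 0.0792), cell cycle (-0.0139 and 0.0634) and water and ion transport (0.0338 and -0.00467), and in Salam for hypoxia (-0.0243 and 0.0525).

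Correlated across the 15491 probe sets, the centred values of a pair of arrays had a mean r of -0.00147 for the 13 pairs of arrays within a group and -0.00761 for the 78 pairs of different groups, and probe sets are not independent replicates. In 99 regroupings of the 14 arrays, 241 to 369 probe sets lay over 5 fold from a made-up control of 2 arrays, and over the probe sets common to a pair of made-up groups the made-up control was the outermost branch in 99 of 99. Single pairs of 1 treated and 1 Cont array differed by over 5 fold for 1925 to 2195 probe sets in Drago and 1841 to 2053 in Salam.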
